# Toxicogenomic response of *Pseudomonas aeruginosa *to ortho-phenylphenol

**DOI:** 10.1186/1471-2164-9-473

**Published:** 2008-10-10

**Authors:** Chantal W Nde, Hyeung-Jin Jang, Freshteh Toghrol, William E Bentley

## Abstract

**Background:**

*Pseudomonas aeruginosa *(*P. aeruginosa*) is the most common opportunistic pathogen implicated in nosocomial infections and in chronic lung infections in cystic fibrosis patients. Ortho-phenylphenol (OPP) is an antimicrobial agent used as an active ingredient in several EPA registered disinfectants. Despite its widespread use, there is a paucity of information on its target molecular pathways and the cellular responses that it elucidates in bacteria in general and in *P. aeruginosa *in particular. An understanding of the OPP-driven gene regulation and cellular response it elicits will facilitate more effective utilization of this antimicrobial and possibly lead to the development of more effective disinfectant treatments.

**Results:**

Herein, we performed a genome-wide transcriptome analysis of the cellular responses of *P. aeruginosa *exposed to 0.82 mM OPP for 20 and 60 minutes. Our data indicated that OPP upregulated the transcription of genes encoding ribosomal, virulence and membrane transport proteins after both treatment times. After 20 minutes of exposure to 0.82 mM OPP, genes involved in the exhibition of swarming motility and anaerobic respiration were upregulated. After 60 minutes of OPP treatment, the transcription of genes involved in amino acid and lipopolysaccharide biosynthesis were upregulated. Further, the transcription of the ribosome modulation factor (*rmf*) and an alternative sigma factor (*rpo*S) of RNA polymerase were downregulated after both treatment times.

**Conclusion:**

Results from this study indicate that after 20 minutes of exposure to OPP, genes that have been linked to the exhibition of anaerobic respiration and swarming motility were upregulated. This study also suggests that the downregulation of the *rmf *and *rpoS *genes may be indicative of the mechanism by which OPP causes decreases in cell viability in *P. aeruginosa*. Consequently, a protective response involving the upregulation of translation leading to the increased synthesis of membrane related proteins and virulence proteins is possibly induced after both treatment times. In addition, cell wall modification may occur due to the increased synthesis of lipopolysaccharide after 60 minutes exposure to OPP. This gene expression profile can now be utilized for a better understanding of the target cellular pathways of OPP in *P. aeruginosa *and how this organism develops resistance to OPP.

## Background

Hospital-acquired infections caused by opportunistic pathogens present a serious threat to public health. Nosocomial infections are estimated to occur in 5% of all acute-care hospitalizations and in more than 2 million cases each year [1]. *P. aeruginosa *is the most common opportunistic pathogen responsible for hospital acquired burn wound infections, urinary tract infections and ventilator-associated pneumonia [2-5]. In cystic fibrosis patients, *P. aeruginosa *is implicated in chronic lung infections, leading to high rates of illness and death [6]. In the increasing AIDS population, 50% of deaths have been linked *P. aeruginosa *bacteremia [7]. The increasing prevalence of nosocomial infections has been associated to the growing problem of antimicrobial and detergent-resistant pathogens [8,9]. As such, proper use of effective disinfecting strategies in hospitals is necessary to abate this growing problem [10].

Ortho-phenyphenol is used as a fungicide and as an antibacterial agent in a wide variety of settings. OPP is used as a hospital disinfectant, and as a fungicide and disinfectant for wood preservation, the treatment of vegetables and citrus fruits and textile production [11,12]. Results from toxicological studies indicate that OPP administered in diet, leads to the formation of tumors in the urinary bladder of rats [13]. OPP has also been reported to cause sister-chromatid exchanges and chromosomal aberrations in Chinese hamster ovary cells (CHO-K1 cells) [14].

Despite the aforementioned detrimental effects of OPP and its many uses to combat microbial contamination, to our knowledge, the mechanism of action of OPP on bacterial pathogens has not been elucidated. Moreover, the use of OPP as a hospital disinfectant necessitates an understanding of the cellular functions that it affects in different pathogenic bacteria. This will facilitate the determination of its mode of action such that it can be more effectively utilized. Further, such information will expedite the development of efficient antimicrobials which target specific pathogenic bacteria and exert nominal effects on other species. In previous studies, whole genome microarrays have been successfully used to analyze the global transcriptomic response of *P. aeruginosa *to different antimicrobials. From these studies, specific cellular functions affected by the application of these antimicrobials were elucidated through the identification of signature genes that were up or downregulated [15-19].

To our knowledge, for the first time, we investigated the genome-wide changes in *P. aeruginosa *gene transcription upon exposure to 0.82 mM OPP for 20 and 60 minutes using Affymetrix *P. aeruginosa *GeneChip arrays. Our findings show that: (i) the transcription of genes encoding ribosomal, virulence and membrane proteins (including membrane transport systems) were upregulated after 20 and 60 minutes (ii) the transcription of genes that may allow transient switches to anaerobic respiration and swarming motility as stress responses were upregulated after 20 minutes (iii) after 60 minutes, amino acid anabolism and lipopolysaccharide synthesis were upregulated. (iv) after both 20 and 60 minutes of OPP treatment, the transcription of the genes encoding the ribosome modulation factor and the alternative sigma factor, RpoS were significantly downregulated.

## Results and discussion

### Growth inhibition of *P. aeruginosa *by OPP

In order to determine a suitable sublethal concentration of OPP that will produce strong growth inhibition, *P. aeruginosa *was exposed to six concentrations of OPP dissolved in DMSO (0.58, 0.82, 0.94, 0.99, 1.05 and 1.18 mM), and growth inhibition was monitored at intervals of 10 minutes for 60 minutes. Note that the concentration of OPP that inhibits 90% of *P. aeruginosa *isolates (MIC_90_) has been reported to be 2000 mg/L (1.18 mM) [20]. In figure 1, the highest concentration of OPP used (1.18 mM) produced marked growth inhibition. Therefore, a lower sublethal concentration of 0.82 mM was selected as the test concentration since this concentration caused a non-drastic sublethal growth inhibition as seen in figure 1.

**Figure 1:**
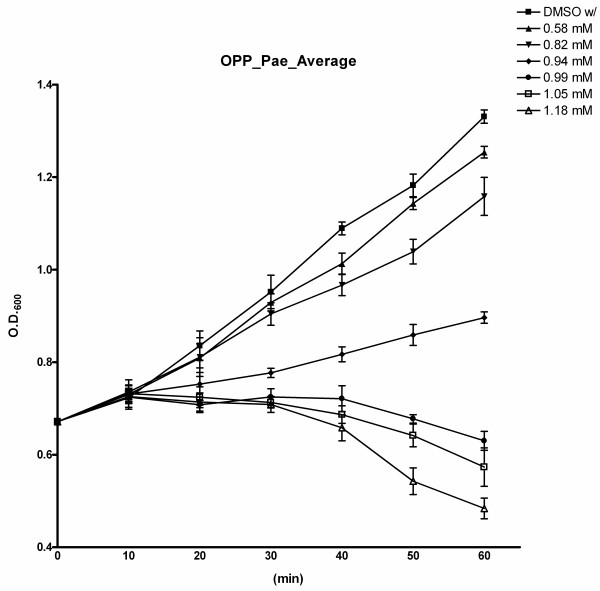
**Growth inhibition of *P. aeruginosa *treated with orthophenylphenol (OPP)**. Cell density was monitored as the OD_600 _in ten minute intervals. The OPP concentrations were as follows: 0 mM control with DMSO (filled square), 0.58 mM (filled triangle), 0.82 mM (inverted filled triangle), 0.94 mM (filled diamond), 0.99 mM (filled circle), 1.05 mM (empty square), 1.18 mM (empty triangle). Each data point was derived as the average of three separate experiments and the error bars represent the standard deviation obtained.

### Changes in the transcriptional profiles of *P. aeruginosa *in response to OPP

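Total RNA of cultures of P. aeruginosa PAO1 was hybridized to 12 Affymetrix P. aeruginosa GeneChip arrays, of which 4 are labelled control, 4 OPP 20 min and 4 OPP 60 min. OPP (ortho-phenylphenol, a phenolic disinfectant) was used at 0.82 mM. The arrays carry 5545 probe sets for open reading frames of strain PAO1, 199 for intergenic regions, 18 for tRNAs and 120 for sequences of other strains. The deposited values are signal intensities on a linear scale, made by the authors with the Affymetrix GCOS software. The methods state a target signal of 150 and the header of Additional file 1 a target of 500. The median signal per array was 13.9 to 17.7 on the control arrays (median of the 4 arrays 15.3), 15.1 to 18.8 on the OPP 20 min arrays (17.5) and 14.8 to 21.85 on the OPP 60 min arrays (16.8). The signals were used as deposited, with no further scaling. A pseudocount of 10 was added, the values were taken to log2, and the 3 groups were compared with limma in 1 fit of all 12 arrays, with p-values adjusted by the Benjamini-Hochberg method. The test covered the 4481 open reading frames with a mean signal of at least 10 over the 12 arrays. Fold changes are ratios of mean signals, errors are SDs of 4 arrays unless given as standard errors, and the number of arrays limits the precision. Lists of genes of a pathway or complex were fixed before the data were examined and tested with camera at a preset correlation of 0.01. No list kept its call with a correlation estimated from the data, where the lowest adjusted p was 0.182 at 20 min, 0.115 at 60 min and 0.209 between the times.

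Every change is given as OPP relative to the arrays labelled control. Of the 678 fold changes that the study lists for its 509 genes and that could be compared, 675 have the opposite sign to the change computed from the labelled arrays. The arrays labelled control are also labelled 0 min, while the methods describe untreated cultures beside the treated ones. No array is labelled as untreated at 20 or 60 min, so exposure to OPP and time in culture cannot be told apart. The replicates fall into 2 sets, 1 and 2 against 3 and 4, called batches here though no label names them. Of the 5 probe sets for spike transcripts of Bacillus subtilis, added to the RNA before labelling, those of dapB, lys and pheB read higher on replicates 1 and 2 than on replicates 3 and 4 in every group, and those of thrC and trpD did not. The median ratio over the 5 was 2.08. The same split of the arrays holds on the first principal component of the deviations from the group means, which carries 42.9% of their variance. Whether that component is technical or comes from the cultures was not tested. Control replicate 2 had a mean correlation of 0.823 with the other control arrays, against 0.901 to 0.904 for the others (across the tested genes, on the log2 values). Same-numbered replicates shared deviations between control and OPP 20 min and between OPP 20 and 60 min, with a correlation above 0.1 in all 4 pairs. Arrays of the same batch with another number correlated at 0.199 to 0.473 and 0.213 to 0.538. The threshold of 0.1 therefore does not show pairing beyond the batches. Values with the replicate number as a block are given for these 2 comparisons where they alter a call. Calls that end when 1 of the 12 arrays is left out are also given. An array outside the 2 groups compared acts on a call only through the shared spread and the adjustment. A call lost without such an array has an adjusted p close to the threshold, and its change does not rest on that array.

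**Figure D1:**
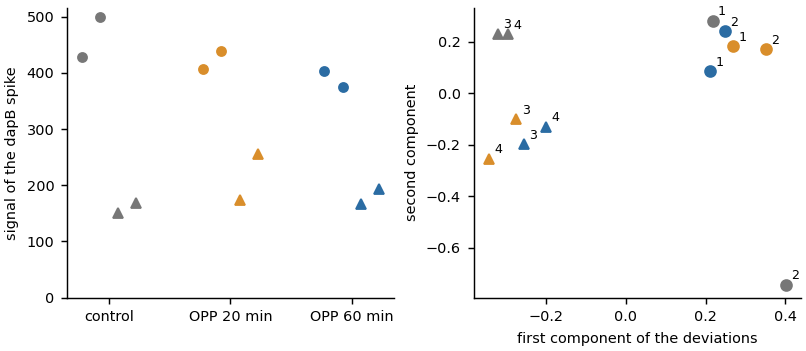
Left, signal of the B. subtilis dapB spike probe sets on each of the 12 arrays by group; right, the arrays on the first and second principal components of the deviations from their group means. Circles are replicates 1 and 2 and triangles replicates 3 and 4, and the components carry 42.9% and 20.0% of the variance; on the second component control replicate 2 lies at -0.74.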

Four separate microarray experiments were performed in the absence (control) and in the presence (experimental) of 0.82 mM OPP. In order to investigate early and late changes in transcription in response to OPP, RNA was isolated after 20 and 60 minutes exposure to 0.82 mM OPP. To determine which genes showed significant changes in transcript level in response to OPP, the following criteria were applied: (i) the *p*-value for a Mann-Whitney test should be less than 0.05, (ii) an absolute fold change in transcript level should be equal to or greater than 2 (iii) a gene should have a present or marginal call (Affymetrix, Inc.) from 50% or more replicates on both experimental and control replicate sets. After a one-way ANOVA was performed, 1012 out of the 5900 genes that make up the *P. aeruginosa *genome were found to be statistically significant. 

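After 60 min the transcriptome of the OPP cultures had moved away from that of the control cultures in a wide set of genes. Genes for phenazines, secreted proteases, acetate use and branched-chain amino acid breakdown were among the largest rises, and genes for ribosomal proteins, the SecY translocon and glycerol catabolism among the largest falls. Of 4481 open reading frames, 475 were higher and 583 lower at 60 min, and 108 were higher and 151 lower at 20 min. Which direction led at 20 min depended on the arrays, with 835 higher and 443 lower within replicates 3 and 4, 242 and 237 without control replicate 2, 144 and 104 without OPP 20 min replicate 2, and 57 and 149 without control replicate 1. Between 20 and 60 min, 112 rose and 123 fell. In log2 terms genes of phenazine synthesis led the rises beside rmf, with phzB1 (PA4211) at a log2 fold change of 3.57 (standard error 0.65, adjusted p = 0.00135) and phzC2 (PA1901) at 3.38 (adjusted p = 0.000730). The probe sets of these genes may be shared between the near-identical phz1 and phz2 operons. The staphylolytic protease gene lasA (PA1871) rose by 2.99 (adjusted p = 7.23e-06), the pilin gene flp (PA4306) by 2.75 (adjusted p = 6.31e-05) and PA4607 by 3.16 (adjusted p = 0.000225). Carnitine breakdown genes dhcA (PA1999) and dhcB (PA2000), which encode a dehydrocarnitine CoA-transferase, rose by 2.62 and 2.73. Among the large falls outside translation and secretion was that of glpD (PA3584), for glycerol-3-phosphate dehydrogenase (log2 fold change -2.20, adjusted p = 0.000963). The largest rise between the times was PA2939, a secreted aminopeptidase, at 2.47 (standard error 0.30, adjusted p = 0.000484). By the methods' one-way ANOVA on the same log2 values, 1337 genes had p under 0.05 without adjustment and 618 after Benjamini-Hochberg adjustment. With the replicate number as a block, 514 genes passed at 20 min and 541 between the times. Without control replicate 2 the count at 20 min was 479 and between the times 374, while within replicates 1 and 2 alone it was 5 at 20 min and 218 at 60 min, and within replicates 3 and 4 alone 1278 and 1981.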

Further analysis revealed that a total of 509 genes showed statistically marked upregulation (≥ 2-fold) or downregulation (≤ 2-fold) after 20 minutes and after 60 minutes exposure to OPP. 

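The early response was led by a small set of sharply rising genes. PA3720 rose 14.9-fold within 20 min, from 9.10 ± 3.03 (SD, n = 4) to 135 ± 78.4 (SD, n = 4). The control mean lies near the background, under the minimum signal of 10, so the size of this ratio is uncertain. In the limma fit, with the pseudocount, the log2 fold change was 2.77 (adjusted p = 0.00173). PA3720 lies beside armR (PA3719), whose product blocks the MexR repressor of a multidrug efflux pump, and which rose by 1.44 (adjusted p = 0.00196) and was named after its values were seen. PA5445, annotated as a probable coenzyme A transferase, rose 9.49-fold (adjusted p = 1.43e-05), and the acetyl-CoA synthetase gene acsA (PA0887) 10.2-fold (adjusted p = 0.00271). The other large rises at 20 min were PA4739 (3.96-fold), PA4773 (4.55-fold), PA0779, a probable ATP-dependent protease (4.15-fold), and pqqA (PA1985), the precursor of the cofactor PQQ (6.14-fold). PA4773 and PA0779 were back near the control level at 60 min, with log2 fold changes against control of -0.13 (adjusted p = 0.753) and -0.17 (adjusted p = 0.613), and both fell between the times, by 2.08 and 2.00. Among the largest falls at 20 min were those of genes for translation: rimM (PA3744), a 16S rRNA processing factor (log2 fold change -1.44, adjusted p = 0.000504), and rnpA (PA5569), the protein of RNase P (-1.35, adjusted p = 0.0179), beside genes for ribosomal proteins. PA5446 (-1.31) fell at 20 min and rose again by 1.54 between the times (adjusted p = 0.00143), and PA3966 fell by 1.3. At an adjusted p under 0.05 and a ratio of mean signals of at least 2 or at most 0.5, 81 genes were higher and 88 lower at 20 min, and 326 were higher and 360 lower at 60 min. Of the genes past the test without the ratio, 88 of 259 at 20 min and 612 of 1058 at 60 min are not among the study's 509. With fold changes taken from the limma fit instead of mean signals, 106 and 404 genes passed at the 2 times. Without 1 array no call was left for PA4739 at 20 min (5 of the 12 arrays, adjusted p up to 0.0680 without control replicate 3) and rnpA at 20 min (without any one of control replicates 3 and 4, adjusted p up to 0.0632).

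**Figure D2:**
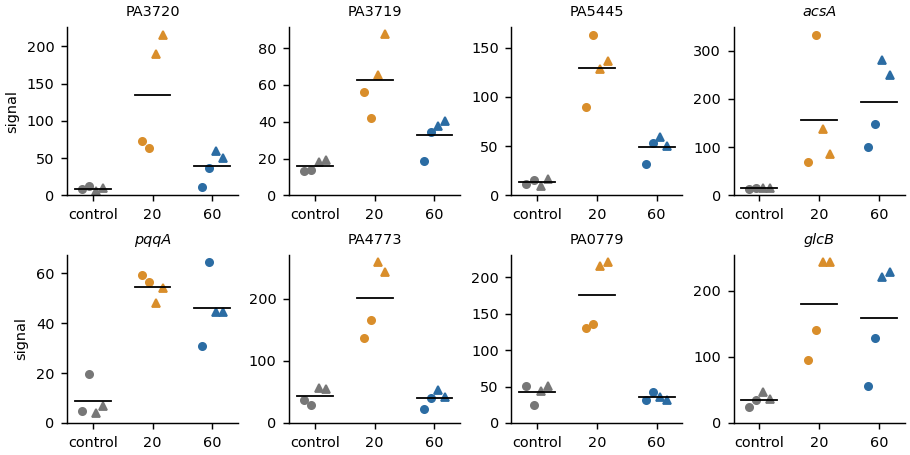
Signal intensity on each array (linear axis from 0) for 8 genes among or beside the largest rises at 20 min, by group; circles are replicates 1 and 2, triangles replicates 3 and 4, black lines means. Mean PA4773 signal is 44.2 on the control, 201 on the OPP 20 min and 39.7 on the OPP 60 min arrays, while that of acsA is 15.3, 156 and 194.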

The expression levels of the 5900 genes in the *P. aeruginosa *genome obtained from control experiments and after treatment with OPP (20 and 60 minutes) have been deposited in NCBI's gene Expression Omnibus [21] and can be accessed through the GEO series accession number: GSE10604 [22] (additional file 1).

### Functional classification of upregulated and downregulated genes

In order to relate the up and downregulated genes to their functions, the 509 statistically significant genes were classified into different functional classes. Functional classes were obtained from the *P. aeruginosa *Community Annotation Project [23,24]. Figure 2 illustrates the grouping of up and down regulated genes at 20 and 60 minutes into different functional classes and the total number of genes in each class for the two treatment times. Note that a total of 137 genes were classified as "hypothetical, unclassified, unknown".

**Figure 2:**
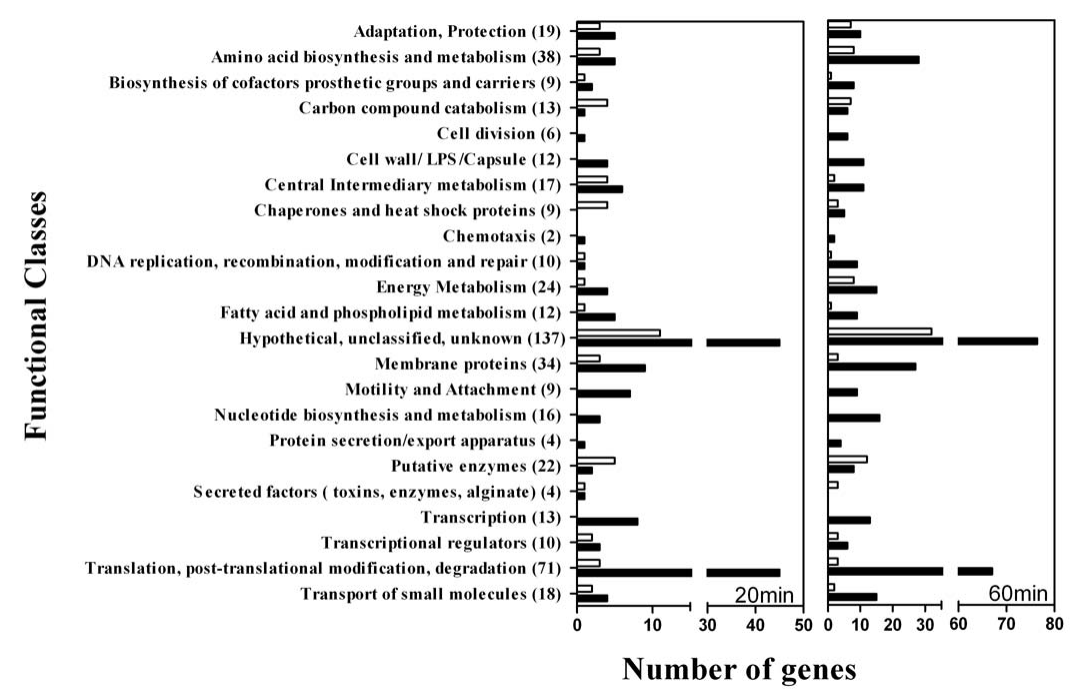
**Functional classification of statistically significant upregulated (filled bars) and downregulated (empty bars) genes after 20 minutes and 60 minutes exposure to 0.82 mM OPP**. The numbers in parentheses indicate the total number of genes for each functional class in both groups (a total of 509 genes).

Figure 2 illustrates that in general at 60 minutes, there were more upregulated and downregulated genes in the functional classes, when compared to 20 minutes. In particular, genes belonging to the functional classes of "adaptation and protection", amino acid biosynthesis and metabolism", "biosynthesis of cofactors, prosthetic groups and carriers", "carbon compound catabolism", "cell division", "cell wall/LPS/capsule", "central intermediary metabolism", "chaperones and heat shock proteins", "DNA replication, recombination and repair", "energy metabolism", "fatty acid and phospholipid metabolism", "membrane proteins", "nucleotide biosynthesis and metabolism", "putative enzymes", "transcription", "transcriptional regulators", "translation, post-translational modification, degradation", and "transport of small molecules contained significantly more upregulated genes at 60 minutes.

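In the labelled direction, the study's translation class was mostly lower with OPP at 60 min, when its secreted factors and putative enzymes were mostly higher. Counted at an adjusted p under 0.05 and 2-fold in mean signal, of 71 listed genes for translation, post-translational modification and degradation 25 were lower and 2 higher at 20 min, and 64 were lower and 3 higher at 60 min. All of the 13 listed genes for transcription, RNA processing and degradation were tested, and 6 were lower at 20 min and 11 at 60 min. Of 38 genes for amino acid biosynthesis and metabolism, 2 were higher and 4 lower at 20 min, and 8 were higher and 17 lower at 60 min. Of 24 genes for energy metabolism, 2 were lower and none higher at 20 min, and 8 were higher and 11 lower at 60 min. Among 22 putative enzymes, 4 were higher and 1 was lower at 20 min, and 14 were higher and 3 lower at 60 min. Carbon compound catabolism held 3 genes higher and none lower of 13 at 20 min, and 7 higher and 5 lower at 60 min. Of 9 chaperones and heat shock proteins, 4 were higher at 20 min and 4 lower at 60 min. All of the 4 listed secreted factors were higher at 60 min. A total of 490 of the study's 509 genes could be tested, and of these 39 were higher and 78 lower at 20 min, and 97 were higher and 274 lower at 60 min. The 509 genes were chosen by the study on these same arrays, so their directions are not independent evidence. Across 43 lists fixed before the data were examined, of which 41 could be tested, 7 were higher and 14 lower by camera at 20 min, and 6 were higher and 16 lower at 60 min. Several of these lists follow genes that the study names from these arrays, so the counts are not independent evidence either. With a correlation estimated from the data 0 of the 41 passed at either time. With fry, another test of whole lists, 10 lists passed at 20 min and 26 at 60 min.

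**Figure D3:**
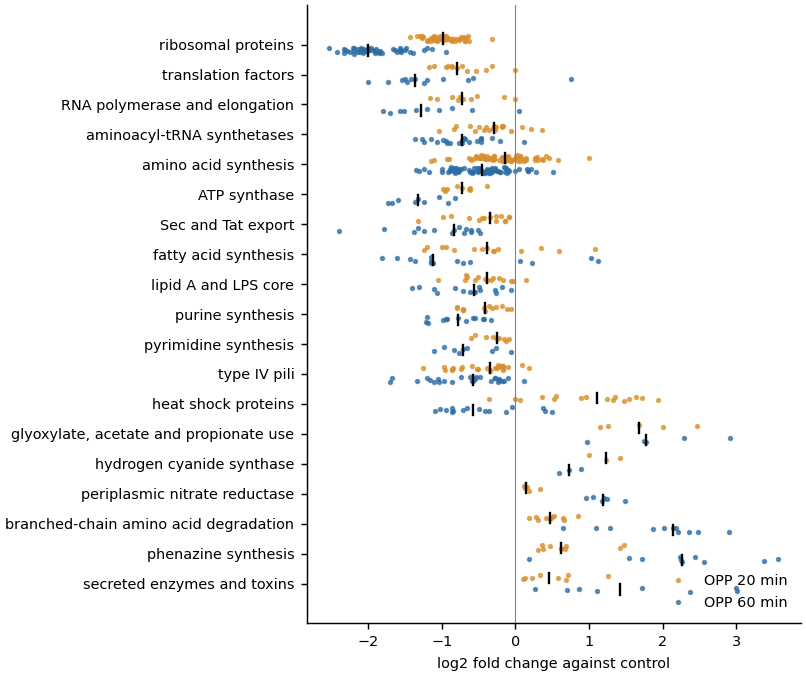
Log2 fold changes of the members of 19 gene lists, at 20 and at 60 min of OPP against control; dots are genes and the black line is the median of each list. The median of the ribosomal protein genes is -0.98 at 20 min and -2.0 at 60 min, and that of branched-chain amino acid degradation 0.47 and 2.14.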

Among the downregulated genes, the functional classes of: "adaptation and protection", "amino acid biosynthesis and metabolism", "carbon compound catabolism" and "energy metabolism" contained significantly more downregulated genes at 60 minutes compared to 20 minutes. The marked differences between the numbers of upregulated and downregulated genes after 20 minutes exposure compared to 60 minutes of treatment may be related to the growth inhibition observed following exposure to OPP.

### Grouping of functionally classified up and down regulated genes

To further analyze the 509 upregulated and downregulated genes, we removed the 137 genes belonging to the class designated as "hypothetical, unclassified, unknown". The remaining 372 genes were placed in six groups based on their transcription directions. 

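Most genes that passed the thresholds did so at 60 min only, and genes that moved at both times nearly always kept their direction. Both comparisons use the same control arrays, which favours the same sign. In simulations of unchanged groups it held for 66.7% of all tested genes. At an adjusted p under 0.05 and 2-fold in mean signal, 81 genes were lower at both times (the study's group I), among them genes for ribosomal proteins and secY, and 42 were higher at both times (group VI), among them rmf, rpoS and acsA. Another 276 were lower at 60 min only (group IV) and 284 higher at 60 min only (group V). At 20 min only, 7 were lower (group II) and 36 higher (group III). The group numbers follow the study, whose directions are the reverse of the labelled ones for 675 of 678 fold changes. In this fit 3 genes changed direction, dnaK, dnaJ and hslV, which all encode heat shock proteins and were higher at 20 min and lower at 60 min. The number was 1 to 4 without 1 array, 5 with a block for replicates 1 and 2 against 3 and 4, none within replicates 1 and 2 and 7 within replicates 3 and 4. No gene went from lower at 20 min to higher at 60 min in the limma fit with both thresholds. Being past the thresholds at 1 time and not at the other does not show a difference between the times. In the direct comparison of 60 with 20 min, 17 of the 36 genes of group III, 44 of the 276 of group IV and 102 of the 284 of group V differed at an adjusted p under 0.05. Of the genes that the study lists, 75 of its 138 tested genes of group I, 1 of 12 of group II, 15 of 22 of group III, 141 of 223 of group IV, 67 of 69 of group V and 13 of 26 of group VI fell in the same group here. Group I held 133 genes and group VI 138 without control replicate 2, 53 and 20 without control replicate 4, and 114 and 72 with the block for replicates 1 and 2 against 3 and 4. All 6 groups together held 726 genes, and 479 when a mean signal of at least 30 was required.

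**Figure D4:**
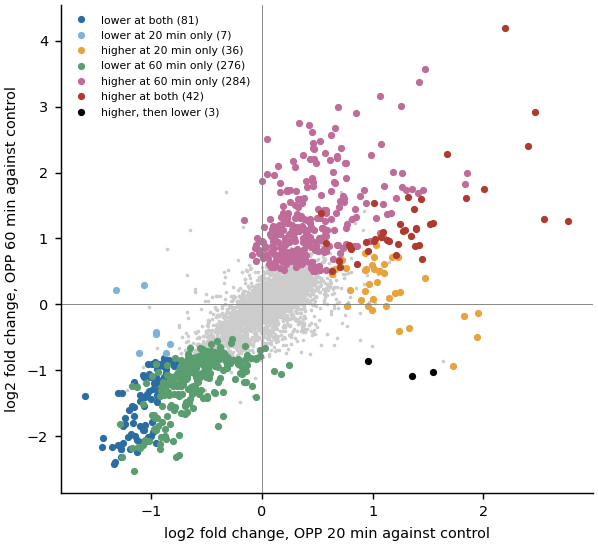
Log2 fold change at 60 min (vertical axis) against that at 20 min (horizontal axis) for the genes tested, coloured by group I to VI, with the number of genes in each. Groups IV and V, past the thresholds at 60 min only, hold 276 and 284 genes, and 3 genes lie in the quadrant higher at 20 and lower at 60 min.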

Figure 3 illustrates the six different groups and the total number of genes in each group. Group I contains genes that were upregulated after 20 and 60 minutes. Group II is made up of genes that were upregulated after 20 minutes only. Group III contains genes that were downregulated upon 20 minutes of exposure to OPP. Group IV contains genes that were upregulated after 60 minutes only. Group V is made up of genes that were downregulated only after 60 minutes exposure to OPP. Group VI contains genes that were downregulated after both 20 and 60 minutes exposure to OPP. All of the genes discussed in this report can be found in additional file 2. However, for clarity and to facilitate the reading of this report, the genes discussed below in the six groups are indicated in table 1.

**Table 1:** List of significantly up or downregulated *P. aeruginosa *genes that are discussed in this report

**Affymetrix ORF #**	**Probe ID**	**^a^20 minutes**		**^a^60 minutes**		**Description**	**Symbol**	**Functional class**
		**^b^Fold change**	**P value**	**^b^Fold change**	**P value**			

**Group I: Upregulation (20 min) – Upregulation (60 min)**								
PA1964_at	PA1964	2.029	0.0112	2.381	0.0112	probable ATP-binding component of ABC transporter		Transport of small molecules
PA2760_at	PA2760	2.152	0.0416	2.94	0.0416	probable outer membrane protein precursor		Transport of small molecules
PA4687_hitA_at	PA4687	2.219	0.00808	2.069	0.00808	ferric iron-binding periplasmic protein HitA	*hit*A	Transport of small molecules
PA2743_infC_at	PA2743	2.044	0.000327	2.634	0.000327	translation initiation factor IF-3	*inf*C	Translation, post-translational modification, degradation
PA2619_infA_at	PA2619	2.14	0.000526	3.644	0.000526	translation initiation factor	*inf*A	Translation, post-translational modification, degradation
PA4266_fusA1_at	PA4266	2.18	0.012	3.88	0.012	elongation factor G	*fus*A1	Translation, post-translational modification, degradation
PA3655_tsf_at	PA3655	2.197	0.017	5.495	0.017	elongation factor Ts	*tsf*	Translation, post-translational modification, degradation
PA4665_prfA_at	PA4665	2.426	0.00398	2.774	0.00398	peptide chain release factor 1	*prf*A	Translation, post-translational modification, degradation
PA4273_rplA_at	PA4273	2.725	0.0349	6.018	0.0349	50S ribosomal protein L1	*rpl*A	Translation, post-translational modification, degradation
PA3656_rpsB_at	PA3656	2.543	0.00953	7.267	0.00953	30S ribosomal protein S2	*rps*B	Translation, post-translational modification, degradation
PA4744_infB_at	PA4744	2.783	0.0134	3.826	0.0134	translation initiation factor IF-2	*inf*B	Translation, post-translational modification, degradation
PA4934_rpsR_at	PA4934	2.894	0.000276	6.619	0.000276	30S ribosomal protein S18	*rps*R	Translation, post-translational modification, degradation
PA4255_rpmC_at	PA4255	2.927	0.00331	6.655	0.00331	50S ribosomal protein L29	*rpm*C	Translation, post-translational modification, degradation
PA4528_pilD_at	PA4528	2.144	0.014	2.65	0.014	type 4 prepilin peptidase PilD	*pil*D	Motility & Attachment
PA0408_pilG_at	PA0408	2.294	0.0144	4.026	0.0144	twitching motility protein PilG	*pil*G	Chemotaxis
PA5041_pilP_at	PA5041	2.169	0.00817	2.232	0.00817	type 4 fimbrial biogenesis protein PilP	*pil*P	Motility & Attachment
PA0410_pilI_at	PA0024	2.188	0.0484	2.267	0.0484	twitching motility protein PilI	*pil*I	Motility & Attachment
PA5042_pilO_at	PA5042	2.26	0.000345	2.056	0.000345	type 4 fimbrial biogenesis protein PilO	*pil*O	Motility & Attachment
PA4527_pilC_at	PA4527	2.27	0.00205	2.678	0.00205	still frameshift type 4 fimbrial biogenesis protein PilC	*pil*C	Motility & Attachment
PA5043_pilN_at	PA5043	2.34	0.000628	2.914	0.000628	type 4 fimbrial biogenesis protein PilN	*pil*N	Motility & Attachment
PA5044_pilM_at	PA5044	2.893	0.00702	3.12	0.00702	type 4 fimbrial biogenesis protein PilM	*pil*M	Motility & Attachment
PA4688_hitB_at	PA4688	2.282	0.0261	2.513	0.0261	iron (III)-transport system permease HitB	*hit*B	Membrane proteins
PA4747_secG_at	PA4747	2.294	0.00628	3.795	0.00628	secretion protein SecG	*sec*G	Membrane proteins
PA4243_secY_at	PA4243	2.914	9.26E-05	6.799	9.26E-05	secretion protein SecY	*sec*Y	Membrane proteins
PA4276_secE_at	PA4276	2.274	2.07E-05	4.198	2.07E-05	secretion protein SecE	*sec*E	Protein secretion/export apparatus
PA2968_fabD_at	PA2968	2.137	0.0131	3.506	0.0131	malonyl-CoA-[acyl-carrier-protein] transacylase	*fab*D	Fatty acid and phospholipid metabolism
PA1609_fabB_at	PA1609	2.373	0.0147	2.855	0.0147	beta-ketoacyl-ACP synthase I	*fab*B	Fatty acid and phospholipid metabolism
PA2967_fabG_at	PA2967	2.387	0.00109	3.416	0.00109	3-oxoacyl-[acyl-carrier-protein] reductase	*fab*G	Fatty acid and phospholipid metabolism
PA1610_fabA_at	PA1610	2.864	0.00295	4.071	0.00295	beta-hydroxydecanoyl-ACP dehydrase	*fab*A	Fatty acid and phospholipid metabolism
PA3645_fabZ_at	PA3645	2.854	2.25E-05	4.671	2.25E-05	(3R)-hydroxymyristoyl-[acyl carrier protein] dehydratase	*fab*Z	Cell wall/LPS/capsule
PA5556_atpA_at	PA5556	2.202	0.00136	3.907	0.00136	ATP synthase alpha chain	*atp*A	Energy metabolism
PA5491_at	PA5491	2.354	0.0049	2.854	0.0049	probable cytochrome		Energy metabolism
PA5561_atpI_at	PA5561	2.558	0.0015	2.542	0.0015	ATP synthase protein I	*atp*I	Energy metabolism
PA3818_at	PA4263	2.746	0.00537	5.447	0.00537	extragenic suppressor protein SuhB	*Suh*B	Adaptation, protection
PA4743_rbfA_at	PA4743	2.824	0.0177	4.063	0.0177	ribosome-binding factor A	*rbf*A	Adaptation, protection
PA5117_typA_at	PA5117	3.136	0.000343	5.723	0.000343	regulatory protein TypA	*Typ*A	Adaptation, protection
**Group II: Upregulation (20 min) – No change (60 min)**								
PA0524_norB_at	PA0524	3.869	0.0456			nitric-oxide reductase subunit B	*nor*B	Energy metabolism
PA3479_rhlA_at	PA3479	2.376	0.0364			rhamnosyltransferase chain A	*rhl*A	Secreted Factors (toxins, enzymes, alginate)
PA0177_at	PA0177	2.683	0.00294			probable purine-binding chemotaxis protein		Adaptation, protection
**Group III: Downregulation (20 min) – No change (60 min)**								
PA2193_hcnA_at	PA2193	-2.268	0.0324			hydrogen cyanide synthase HcnA	*hcn*A	Central intermediary metabolism
PA2194_hcnB_at	PA2194	-2.762	0.018			hydrogen cyanide synthase HcnB	*hcn*B	Central intermediary metabolism
PA2195_hcnC_at	PA2195	-2.183	0.0437			hydrogen cyanide synthase HcnC	*hcn*C	Central intermediary metabolism
PA4385_groEL_at	PA4385	-2.16	0.00513			GroEL protein	*gro*EL	Chaperones & heat shock proteins
PA4542_clpB_at	PA4542	-2.77	0.00253			ClpB protein	*clp*B	Translation, post-translational modification, degradation
**Group IV: No change(20 min) – Upregulation(60 min)**								
PA4272_rplJ_at	PA4272			5.918	0.00886	50S ribosomal protein L10	*rpl*J	Translation, post-translational modification, degradation
PA4271_rplL_at	PA4271			5.898	0.00319	50S ribosomal protein L17/L12	*rpl*L	Translation, post-translational modification, degradation
PA2740_pheS_at	PA2740			3.323	0.000548	phenylalanyl-tRNA synthetase, alpha-subunit	*phe*S	Translation, post-translational modification, degradation
PA4240_rpsK_at	PA4240			3.283	0.0292	30S ribosomal protein S11	*rps*K	Translation, post-translational modification, degradation
PA4267_rpsG_at	PA4267			3.104	0.0138	30S ribosomal protein S7	*rps*G	Translation, post-translational modification, degradation
PA2739_pheT_at	PA2739			2.142	0.0375	phenylalanyl-tRNA synthetase, beta subunit	*phe*T	Translation, post-translational modification, degradation
PA3987_leuS_at	PA3987			2.632	0.0216	leucyl-tRNA synthetase	*leu*S	Amino acid biosynthesis and metabolism
PA0009_glyQ_at	PA0009			2.568	0.000361	glycyl-tRNA synthetase alpha chain	*gly*Q	Amino acid biosynthesis and metabolism
PA3525_argG_at	PA3525			2.45	0.0411	argininosuccinate synthase	*arg*G	Amino acid biosynthesis and metabolism
PA3167_serC_at	PA3167			2.345	0.0396	3-phosphoserine aminotransferase	*ser*C	Amino acid biosynthesis and metabolism
PA0904_lysC_at	PA0904			2.337	0.00528	aspartate kinase alpha and beta chain	*lys*C	Amino acid biosynthesis and metabolism
PA5263_argH_at	PA5263			2.29	0.00853	argininosuccinate lyase	*arg*H	Amino acid biosynthesis and metabolism
PA4007_proA_at	PA4007			2.282	0.0231	gamma-glutamyl phosphate reductase	*pro*A	Amino acid biosynthesis and metabolism
PA5277_lysA_at	PA5277			2.247	0.0334	diaminopimelate decarboxylase	*lys*A	Amino acid biosynthesis and metabolism
PA5143_hisB_at	PA5143			2.246	0.00461	imidazoleglycerol-phosphate dehydratase	*his*B	Amino acid biosynthesis and metabolism
PA5039_aroK_at	PA5039			2.234	0.013	shikimate kinase	*aro*K	Amino acid biosynthesis and metabolism
PA0018_fmt_at	PA0018			2.222	0.0137	methionyl-tRNA formyltransferase	*fmt*	Amino acid biosynthesis and metabolism
PA5067_hisE_at	PA5067			2.212	0.00214	phosphoribosyl-ATP pyrophosphohydrolase	*his*E	Amino acid biosynthesis and metabolism
PA3482_metG_at	PA3482			2.043	0.0312	methionyl-tRNA synthetase	*met*G	Amino acid biosynthesis and metabolism
PA5119_glnA_at	PA5119			2.038	0.0442	glutamine synthetase	*gln*A	Amino acid biosynthesis and metabolism
PA4439_trpS_at	PA4439			2.002	0.0155	tryptophanyl-tRNA synthetase	*trp*S	Amino acid biosynthesis and metabolism
PA0903_alaS_at	PA0903			2.099	0.0102	alanyl-tRNA synthetase	*ala*S	Transcription, RNA processing and degradation
PA4602_glyA3_at	PA4602			3.347	2.83E-05	serine hydroxymethyltransferase	*gly*A3	Amino acid biosynthesis and metabolism
PA0971_tolA_at	PA0971			2.249	0.000381	TolA protein	*tol*A	Transport of small molecules
PA5479_gltP_at	PA5479			2.413	0.00978	proton-glutamate symporter	*glt*P	Membrane proteins
PA3821_secD_at	PA3821			3.516	0.00324	secretion protein SecD	*sec*D	Membrane proteins
PA3820_secF_at	PA3820			2.206	0.0411	secretion protein sec F Protein secretion	*sec*F	Protein secretion/export apparatus
PA5070_tatC_at	PA5070			2.312	0.0209	transport protein TatC	*tat*C	Membrane proteins
PA0973_oprL_at	PA0973			2.281	0.00672	Peptidoglycan associated lipoprotein OprL precursor	*opr*L	Membrane proteins
PA0280_cysA_at	PA0280			2.018	0.0139	sulfate transport protein CysA	*cys*A	Transport of small molecules
PA5217_at	PA5217			2.141	0.00709	probable binding protein component of ABC iron transporter		Transport of small molecules
PA0295_at	PA0295			2.643	0.0147	probable periplasmic polyamine binding protein		Transport of small molecules
PA4461_at	PA4461			2.24	0.00116	probable ATP-binding component of ABC transporter		Transport of small molecules
PA5503_at	PA5503			2.229	0.000446	probable ATP-binding component of ABC transporter		Transport of small molecules
PA4450_murA_at	PA4450			2.855	0.00044	UDP-N-acetylglucosamine 1-carboxyvinyltransferase	*mur*A	Cell wall/LPS/capsule
PA3644_lpxA_at	PA3644			2.83	0.00038	UDP-N-acetylglucosamine acyltransferase	*lpx*A	Cell wall/LPS/capsule
PA5276_lppL_i_at	PA5276			2.786	0.0149	Lipopeptide LppL precursor	*lpp*L	Cell wall/LPS/capsule
PA3643_lpxB_at	PA3643			2.561	0.0247	lipid A-disaccharide synthase	*lpx*B	Cell wall/LPS/capsule
PA5012_waaF_at	PA5012			2.092	0.00978	heptosyltransferase II	*waa*F	Cell wall/LPS/capsule
PA3337_rfaD_at	PA3337			3.397	0.0498	ADP-L-glycero-D-mannoheptose 6-epimerase	*rfa*D	Cell wall/LPS/capsule
PA5129_grx_at	PA5129			3.855	0.0334	glutaredoxin	*grx*	Energy metabolism
PA5555_atpG_at	PA5555			3.527	0.0287	ATP synthase gamma chain	*atp*G	Energy metabolism
PA5554_atpD_at	PA5554			3.011	0.00384	ATP synthase beta chain	*atp*D	Energy metabolism
PA3621_fdxA_at	PA3621			3.01	0.0042	ferredoxin I	*fdx*A	Energy metabolism
PA5559_atpE_at	PA5559			2.734	0.0205	atp synthase C chain	*atp*E	Energy metabolism
PA5560_atpB_at	PA5560			2.433	0.0148	ATP synthase A chain	*atp*B	Energy metabolism
PA2995_nqrE_at	PA2995			2.216	0.00617	Na+-translocating NADH:quinone oxidoreductase subunit Nqr5	*nqr*E	Energy metabolism
PA5553_atpC_at	PA5553			2.175	0.00502	ATP synthase epsilon chain	*atp*C	Energy metabolism
PA0362_fdx1_at	PA0362			2.125	0.000346	ferredoxin [4Fe-4S]	*fdx*1	Energy metabolism
PA3527_pyrC_at	PA3527			2.218	0.0211	dihydroorotase	*pyr*C	Nucleotide biosynthesis and metabolism
PA5331_pyrE_at	PA5331			2.156	0.0166	orotate phosphoribosyltransferase	*pyr*E	Nucleotide biosynthesis and metabolism
PA3654_pyrH_at	PA3654			2.434	0.0212	uridylate kinase	*pyr*H	Nucleotide biosynthesis and metabolism
PA3763_purL_at	PA3763			2.279	0.00792	phosphoribosylformylglycinamidine synthase	*pur*L	Nucleotide biosynthesis and metabolism
**Group V: No change(20 min) – Downregulation(60 min)**								
PA1174_napA_at	PA1174			-3.425	0.0251	periplasmic nitrate reductase protein NapA	*nap*A	Energy metabolism
PA1175_napD_at	PA1175			-2.949	0.0134	NapD protein of periplasmic nitrate reductase	*nap*D	Energy metabolism
PA1176_napF_at	PA1176			-2.949	0.024	ferredoxin protein NapF	*nap*F	Energy metabolism
PA1173_napB_at	PA1173			-3.077	0.00344	cytochrome c-type protein NapB precursor	*nap*B	Energy metabolism
PA2248_bkdA2_at	PA2248			-5.076	0.0072	2-oxoisovalerate dehydrogenase (beta subunit)	*bkd*A2	Amino acid biosynthesis and metabolism
PA2247_bkdA1_at	PA2247			-9.434	0.00376	2-oxoisovalerate dehydrogenase (alpha subunit)	*bkd*A1	Amino acid biosynthesis and metabolism
PA2250_lpdV_at	PA2250			-3.497	0.00576	lipoamide dehydrogenase-Val	*lpd*V	Amino acid biosynthesis and metabolism
**Group VI: Downregulation (20 min) – Downregulation (60 min)**								
PA3049_rmf_at	PA3049	-6.25	0.000723	-25.907	0.000723	ribosome modulation factor	*rmf*	Translation, post-translational modification, degradation
PA3622_rpoS_at	PA3622	-2.653	0.00961	-2.967	0.00961	sigma factor RpoS	*rpo*S	Transcriptional regulators
PA4762_grpE_at	PA4762	-2.915	0.00501	-0.479	0.00501	heat shock protein GrpE	*grp*E	DNA replication, recombination, modification and repair
PA5054_hslU_at	PA5054	-3.226	0.000316	-0.428	0.000316	heat shock protein HslU	*hsl*U	Chaperones & heat shock proteins
PA5053_hslV_at	PA5053	-2.597	0.00113	-0.352	0.00113	heat shock protein HslV	*hsl*V	Chaperones & heat shock proteins
PA1596_htpG_at	PA1596	-2.695	0.00706	-0.434	0.00706	heat shock protein HtpG	*htp*G	Chaperones & heat shock proteins

Genes are categorized by their transcription patterns and related functions. The microarray results are the mean of four replicates of each gene.

^a^The microarray results are the mean of four replicates of each gene.

^b^The fold change is a positive number when the expression level in the experiment increased compared to the control and is a negative number when the expression level in the experiment decreased.

**Figure 3:**
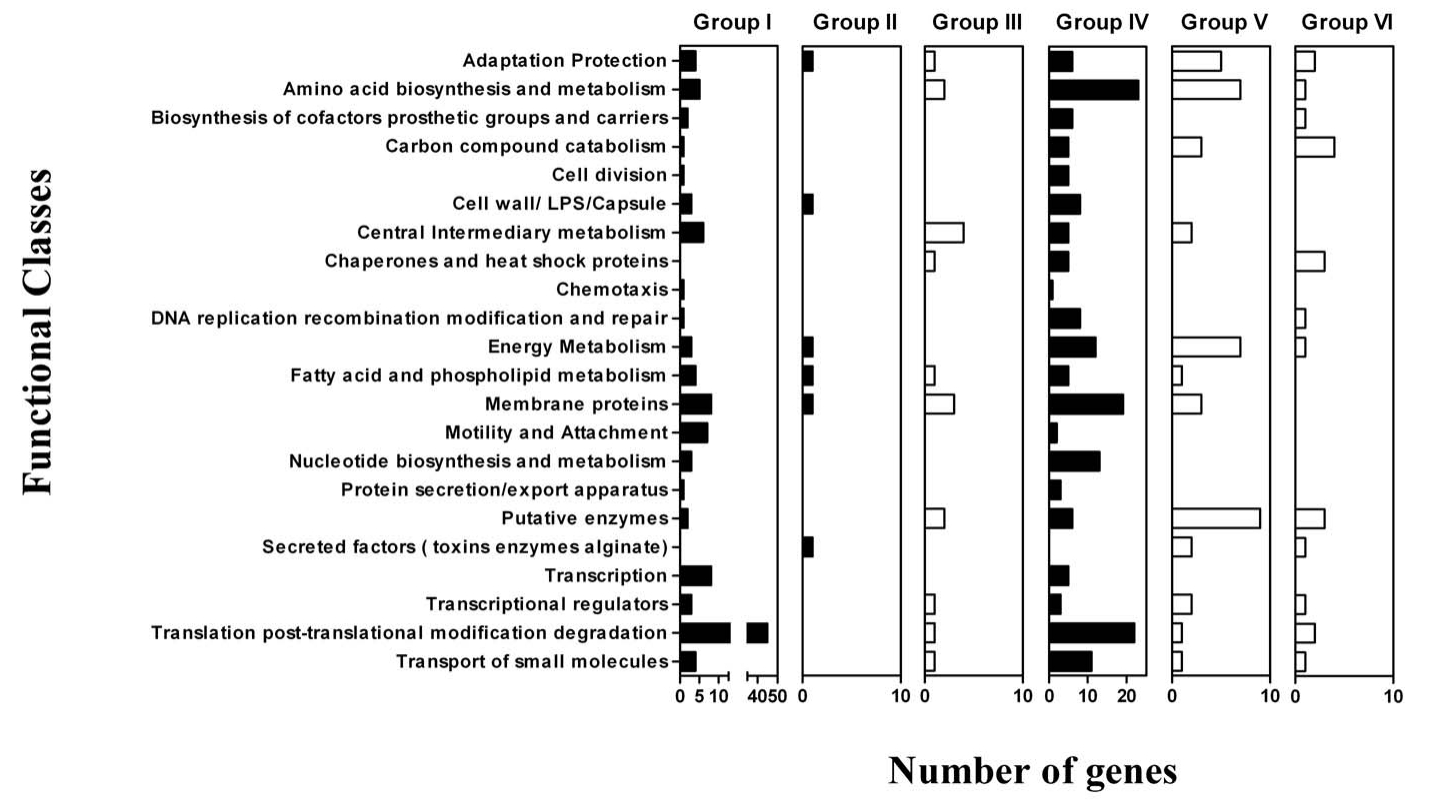
**Classification of differentially regulated 372 genes into six groups based on their transcription directions after 20 and 60 minutes exposure to OPP**. Note that genes belonging to the functional class "hypothetical, unclassified, unknown" (137 genes) are not represented in this figure. Filled bars indicate upregulation either after one or both treatment times. Empty bars indicate downregulation either after one or both treatment times. Group I is made up of genes upregulated after both exposure times. Group II contains genes upregulated at 20 minutes, with no significant changes after 60 minute exposure. Group III consists of genes downregulated after 20 minutes, with no significant changes upon 60 minutes of treatment. Group IV is made up of genes that were upregulated in response to 60 minutes of treatment. Group V is made up of genes that were downregulated upon 60 minutes of treatment. Group VI is made up of genes that were downregulated upon both exposure times.

#### Group I: genes upregulated at 20 and 60 minutes exposure

Group 1 consisted of genes that were induced both at 20 and 60 minutes exposure to OPP (additional file 2). The most distinctive functional class in this group was "translation, post-translational modification and degradation" which contained 45 genes (additional file 2). This functional class contained several 30 and 50S ribosomal proteins. 

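Genes for ribosomal proteins fell together, further at 60 min than at 20 min. All 53 that were tested were lower at 60 min, with a median log2 fold change of -2.0, and 32 of them were already lower at 20 min (median -0.98; 50 without control replicate 2), with none higher. The largest falls at 60 min in the log2 fit were those of rpsB (PA3656), from 501 ± 285 (SD, n = 4) to 69.4 ± 21.2 (SD, n = 4), and rpsR (PA4934), from 527 ± 127 (SD, n = 4) to 91.0 ± 29.2 (SD, n = 4). In log2 terms rpsB changed by -2.52 (standard error 0.39, adjusted p = 0.000434) and rpsR by -2.43 (standard error 0.25, adjusted p = 2.37e-05). Among genes of the 50S subunit, rplJ (PA4272) and rplL (PA4271), which encode the stalk proteins, fell by 2.32 and 2.29, rplA (PA4273) by 2.31, rplD (PA4262) by 2.32 and rpmD (PA4245) by 2.25, and rpmC (PA4255) by 2.19. The 30S genes rpsK (PA4240) and rpsG (PA4267) fell less, to 0.341 and 0.363 times the control mean. At 20 min the largest in this fit were in rpsP (PA3745) (-1.43, adjusted p = 0.00842), rpsR (-1.33, adjusted p = 0.00743), rplV (PA4258) (-1.30, adjusted p = 0.0386), rplC (PA4263) (-1.27) and rplD (-1.27). Between 20 and 60 min 24 of the 53 fell (38 without control replicate 2), among them rpsJ (PA4264) (-0.95, adjusted p = 0.000722) and rpsC (PA4257) (-1.15, adjusted p = 0.00337). The smallest adjusted p at 60 min was that of rpsJ (1.16e-06). Adjusted over the list alone, 48 were lower at 20 min and 49 between the times, and with the replicate number as a block 50 and 48. The list was lower at 20 min (camera, adjusted p = 8.68e-38, and adjusted p = 0.182 with an estimated correlation) and at 60 min (camera, adjusted p = 1.43e-41, and adjusted p = 0.115 with an estimated correlation). The study names these genes from the same arrays, so the list is not independent evidence of its direction. The median of the ribosomal proteins at 60 min was -1.84 within replicates 1 and 2 and -2.11 within replicates 3 and 4. Leaving out 1 array ended the call of rplV at 20 min (8 of the 12 arrays, adjusted p up to 0.133 without control replicate 3), rpmD at 20 min (10 of the 12 arrays, adjusted p up to 0.151 without control replicate 3) and rpmC at 20 min (4 of the 12 arrays, adjusted p up to 0.0701 without control replicate 4).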

The two most upregulated 30 and 50S ribosomal proteins are indicated on table 1. A complete list of ribosomal proteins in this group can be found in additional file 2. 

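Genes for the initiation, elongation and release of translation fell with OPP, as did those for RNA polymerase and transcription elongation. The initiation factor genes infA (PA2619), infB (PA4744) and infC (PA2743) fell to 0.516, 0.392 and 0.541 times the control mean at 20 min and to 0.301, 0.275 and 0.423 times at 60 min. The infC signal was 580.5 ± 95.9 (SD, n = 4) on the control arrays, 314 ± 35.4 (SD, n = 4) at 20 min and 246 ± 12.6 (SD, n = 4) at 60 min. Elongation factor G (fusA1 (PA4266)) had log2 fold changes of -0.95 (adjusted p = 0.0460) and -1.72 (adjusted p = 0.000340), and release factor 1 (prfA (PA4665)) of -0.87 (adjusted p = 0.0190) and -0.98 (adjusted p = 0.00277). Elongation factor Ts (tsf (PA3655)) fell at 60 min (-2.01, adjusted p = 0.000345) and did not pass at 20 min (-0.91, adjusted p = 0.0957, or 0.00639 with a replicate block). Elongation factor P (efp (PA2851)) had the smallest adjusted p of the list at 60 min (-1.49, adjusted p = 7.23e-06). Of 13 genes for translation factors, 8 were lower and none higher at 20 min, and 10 were lower at 60 min with 1 higher, fusA2 (PA2071), another elongation factor G (0.76, adjusted p = 0.0347), named after its values were seen. Adjusted over the list alone 10 and 12 were lower, and the list was lower at 20 min (camera, adjusted p = 2.47e-09, and adjusted p = 0.182 with an estimated correlation) and at 60 min (camera, adjusted p = 2.37e-08, and adjusted p = 0.115 with an estimated correlation). Of 10 genes for RNA polymerase and elongation, 2 were lower at 20 min and 9 at 60 min, with none higher (5 and 9 lower adjusted over the list alone, and 4 at 20 min without control replicate 2). The antitermination factor gene nusG (PA4275) changed by -1.16 and -1.80 at the 2 times (adjusted p = 0.00155 and 7.23e-06) and rpoZ (PA5337), for the omega subunit, by -0.71 and -1.20. This list too was lower at 20 min (camera, adjusted p = 1.20e-05, and adjusted p = 0.182 with an estimated correlation) and at 60 min (camera, adjusted p = 4.40e-06, and adjusted p = 0.115 with an estimated correlation). Under a block for the replicate number 8 of its genes were lower at 20 min. The median of RNA polymerase and elongation at 60 min was -1.11 within replicates 1 and 2 and -1.39 within replicates 3 and 4, and that of translation factors -1.06 within replicates 1 and 2 and -1.45 within replicates 3 and 4. Without 1 array the call was lost for infA at 20 min (4 of the 12 arrays, adjusted p up to 0.0817 without OPP 20 min replicate 1), infB at 20 min (without any one of control replicates 3 and 4, adjusted p up to 0.0668), fusA1 at 20 min (10 of the 12 arrays, adjusted p up to 0.151 without control replicate 3), prfA at 20 min (4 of the 12 arrays, adjusted p up to 0.0696 without control replicate 4), rpoZ at 20 min (9 of the 12 arrays, adjusted p up to 0.163 without control replicate 3) and fusA2 at 60 min (7 of the 12 arrays, adjusted p up to 0.12 without control replicate 3).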

Group 1 also contained genes coding for translation initiation factors: PA2619, PA4744 and PA 2743 (*inf*A, *inf*B and *inf*C), elongation factors G and Ts: PA4266, PA3655 (*fus*A1, *tsf*) and peptide chain release factor: (*prf*A) PA4665 (table 1). The upregulation of these genes after both 20 and 60 minutes suggests that protein synthesis is affected in *P. aeruginosa *upon exposure to OPP and even after prolonged exposure (60 minutes). This may reflect a cellular protective response, whereby proteins involved in stress response are synthesized. 

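The genes rbfA (PA4743), for a ribosome-binding factor of cold adaptation, and suhB (PA3818), of the inositol monophosphatase family, were lower with OPP at 20 and at 60 min. The rbfA signal was 81.4 ± 38.3 (SD, n = 4) on the control arrays, 31.1 ± 12.2 (SD, n = 4) at 20 min and 21.0 ± 4.83 (SD, n = 4) at 60 min, with log2 fold changes of -1.10 (standard error 0.28, adjusted p = 0.0335) and -1.47 (standard error 0.28, adjusted p = 0.00180). For PA3818 the signal went from 45.1 ± 9.87 (SD, n = 4) to 18.1 ± 2.60 (SD, n = 4) and 20.2 ± 7.31 (SD, n = 4), with log2 fold changes of -0.96 (adjusted p = 0.00619) and -0.88 (adjusted p = 0.00291). Of 5 genes of the cold shock protein family, PA0456 fell at 20 min (-0.90, adjusted p = 0.00454) and at 60 min (-1.78, adjusted p = 7.23e-06), while cspD (PA2622), a member known for expression in stationary phase in other bacteria, rose at 60 min (1.91, adjusted p = 0.00354). The remaining members did not pass at either time (PA1159, 1.01 at 20 min, adjusted p = 0.199), and the cold shock proteins as a list passed at neither time (camera, adjusted p = 0.308 and 0.490). Leaving out a single array ended the call of rbfA at 20 min (6 of the 12 arrays, adjusted p up to 0.117 without control replicate 3). When the replicate number was a block the call was gained for PA1159 at 20 min (adjusted p = 0.00313).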

The upregulation of the cold shock protein: PA4743 (*rbf*A) and the heat shock protein: PA4263 (*suh*B) which are involved in stress response supports this hypothesis. The observed upregulation of translation may also indicate an increase in the synthesis of virulence factors, which can be produced in response to environmental stress. Previous studies have suggested that the pathogenesis of *Staphylococcus aureus *is stimulated as a protective response against antimicrobial treatments [25,26]. In line with this hypothesis was the upregulation of PA5117 (*typ*A), which has been suggested to be relevant for pathogenesis in *Escherichia coli *when it is tyrosine phosphorylated [27].

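The typA gene was strongly lower with OPP at both times. typA (PA5117) encodes a ribosome-associated GTPase of the family that also holds elongation factor G. Its signal was 91.6 ± 24.4 (SD, n = 4) on the control arrays, 31.6 ± 1.58 (SD, n = 4) at 20 min and 17.6 ± 2.58 (SD, n = 4) at 60 min, which is 0.345 and 0.192 times the control mean. The log2 fold change was -1.26 at 20 min (standard error 0.17, adjusted p = 0.00115) and -1.85 at 60 min (standard error 0.17, adjusted p = 7.23e-06), lower in all 4 same-numbered replicates at each time. Between 20 and 60 min the change was -0.60 (adjusted p = 0.0533). At 60 min it was -1.48 within replicates 1 and 2 and -2.22 within replicates 3 and 4. With the replicate number as a block the fall between the times passed (adjusted p = 0.0337).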

Among the genes in the functional class of "membrane proteins" in this group, we observed three proteins of the SecY system: PA4243 (*sec*Y), PA4276 (*sec*E) and PA4747 *sec*G) were upregulated. 

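The genes for the protein-conducting channel of the inner membrane fell, and by 60 min the fall covered most of the export machinery. secY (PA4243), the channel itself, went from 338 ± 48.6 (SD, n = 4) to 129 ± 20.7 (SD, n = 4) at 20 min and 56.0 ± 9.16 (SD, n = 4) at 60 min, to 0.382 and 0.166 times the control mean. secE (PA4276) fell to 0.481 and 0.264 times and secG (PA4747) to 0.270 times at 60 min. The log2 fold changes of secY were -1.32 (standard error 0.16, adjusted p = 0.00104) and -2.40 (standard error 0.16, adjusted p = 1.16e-06), and it fell further between the times (-1.07, adjusted p = 0.00207). For secE they were -0.99 (adjusted p = 0.00350) and -1.79 (adjusted p = 8.39e-06). The secG gene passed at 60 min (-1.37, adjusted p = 0.00558) and not at 20 min (-0.88, adjusted p = 0.125). Of 15 genes for Sec and Tat export, 2 were lower at 20 min and 13 at 60 min, with none higher, or 5 and 14 adjusted over the list alone. In all 5 fell between the times, among them PA5568, which encodes the membrane insertase YidC (-0.62, adjusted p = 0.0467). Tested as a whole, the list was lower at 20 min (camera, adjusted p = 3.98e-06, and adjusted p = 0.232 with an estimated correlation) and at 60 min (camera, adjusted p = 4.30e-09, and adjusted p = 0.115 with an estimated correlation), but it follows the study's own text and is not independent evidence. Under a block for the replicate number 6 of its genes were lower at 20 min and 8 between the times. The median of Sec and Tat export at 60 min was -0.75 within replicates 1 and 2 and -1.02 within replicates 3 and 4. The block also gave a call for secG at 20 min (adjusted p = 0.0170). Without 1 array the call ended for PA5568 between the times (9 of the 12 arrays, adjusted p up to 0.155 without OPP 60 min replicate 1).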

In gram negative bacteria, the Sec system is utilized for the secretion of degradative enzymes, virulence factors, toxins and proteins across the cytoplasmic membrane and for the insertion of proteins into the cytoplasmic membrane [28], allowing for growth and survival. The concomitant upregulation of genes involved in the Sec system and genes involved in translation is possibly indicative of the transport of synthesized proteins across the cell membrane.

Concurrent with the induction of genes of the Sec system was the upregulation of genes involved in membrane associated transport of small molecules notably, PA4687: ferric iron-binding periplasmic protein (*hit*A), PA1964: probabale ATP-binding component of ABC transporter, PA2760: probable outer membrane protein precursor and PA4688: Iron III-transport system permease (*hit*B). These results are in agreement with those of a recent study that demonstrated that the *hit*A and *hit*B genes were 2- to 8-fold upregulated in *P. aeruginosa *in response to a two hour exposure to 10 mM hydrogen peroxide [17]. 

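Of the 4 transport genes, hitA and PA1964 fell at both times, PA2760 fell at 60 min, and hitB was near the minimum signal and without a call. hitA (PA4687), the periplasmic ferric iron-binding protein, had a signal of 42.8 ± 6.89 (SD, n = 4) on the control arrays, 21.4 ± 3.51 (SD, n = 4) at 20 min and 23.4 ± 4.99 (SD, n = 4) at 60 min. Its log2 fold changes were -0.74 (standard error 0.15, adjusted p = 0.0103) and -0.66 (standard error 0.15, adjusted p = 0.00610). For hitB (PA4688), the permease of the same system, the mean signals were 18.3, 10.5 and 10.0, and its log2 fold changes of -0.47 and -0.48 did not pass (adjusted p = 0.248 and 0.126). PA1964, an ATP-binding component of an ABC transporter, fell to 0.481 and 0.444 times the control mean (adjusted p = 0.0123 and 0.00198). PA2760, a probable outer membrane protein, was at 0.366 times at 60 min (adjusted p = 0.00353) and did not pass at 20 min (-0.85, adjusted p = 0.0667). Among 6 genes of the list named other iron uptake, hitA was lower at 20 min, and hitA and the ferric dicitrate receptor gene fecA (PA3901) at 60 min (-0.77, adjusted p = 0.0316). None was higher and the list passed at neither time (camera, adjusted p = 0.159 and 0.145), and the ferric uptake regulator fur (PA4764) was at -0.15 and -0.15 (adjusted p = 0.694 and 0.599). The siderophore lists could hardly be measured: 3 pyochelin genes and 1 pyoverdine gene reached the minimum signal. None of these 4 passed in limma at either time, with none at an unadjusted p under 0.05 and none by the exact Mann-Whitney test. A call was lost without 1 array for fecA at 60 min (5 of the 12 arrays, adjusted p up to 0.113 without control replicate 3). When the replicate number was a block the call was gained for PA2760 at 20 min (adjusted p = 0.00865).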

HitA, HitB and HitC (a nucleotide binding protein) encoded by the *hit*ABC operon facilitate iron acquisition from the periplasm [29]. In contrast, a previous study indicated that the *hit*AB genes were downregulated approximately 7- and 6- fold in *P. aeruginosa *treated with sodium hypochlorite for 20 minutes [18]. Therefore the upregulation of *hit*A (ferric iron-binding periplasmic protein) and *hit*B (Iron III-transport system permease) in this study is suggestive of active iron uptake, which is essential for bacterial growth and an important determinant of bacterial virulence [29].

It is worth noting that eight type IV pilus assembly proteins belonged to this group including *pil *C, D, G, I, M, N, O and P. Type IV pili have been implicated in the pathogenicity of gram negative bacteria, and mediate cellular functions such as twitching motility, host-cell adhesion and cell signaling [30]. 

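With OPP the pilMNOP cluster of pilus genes was lower at 20 min, and 13 of 27 type IV pili genes were lower at 60 min. Signal of pilM (PA5044), an inner membrane protein of pilus assembly, was 181 ± 53.0 (SD, n = 4) on the control arrays, 68.8 ± 17.9 at 20 min and 63.2 ± 7.79 at 60 min. At 20 min pilM (-1.26, standard error 0.22, adjusted p = 0.00399), pilN (PA5043) (-0.95, adjusted p = 0.00350), pilO (PA5042) (-0.86, adjusted p = 0.00350), pilP (PA5041) (-0.84, adjusted p = 0.0237) and pilC (PA4527) (-0.87, adjusted p = 0.0216) were lower. At 60 min pilM was at 0.349, pilN at 0.384, pilO at 0.546, pilP at 0.492 and pilC at 0.419 times the control mean. The prepilin peptidase gene pilD (PA4528) and the response regulator genes pilG (PA0408) and pilH (PA0409), together with pilI (PA0410), passed at 60 min only (log2 fold changes -0.96, -1.68, -1.16 and -1.11, adjusted p = 0.00719, 0.000676, 0.00396 and 0.00626). Major pilin pilA (PA4525) fell at 60 min (-1.70, adjusted p = 0.0259) and its assembly ATPase pilB (PA4526) as well (-1.05, adjusted p = 0.00456). Of 27 type IV pili genes, 5 were lower at 20 min and 13 at 60 min, with none higher, or 9 and 14 adjusted over the list alone. Between the times none passed in limma, with 5 lower and 0 higher at an unadjusted p under 0.05, and 3 passed with the replicate number as a block, which gave 9 lower at 20 min. The list was lower at 20 min (camera, adjusted p = 6.49e-08, and adjusted p = 0.313 with an estimated correlation) and at 60 min (camera, adjusted p = 3.76e-07, and adjusted p = 0.263 with an estimated correlation), though its genes follow the study's text and are not independent evidence. The median of type IV pili at 60 min was -0.64 within replicates 1 and 2 and -0.48 within replicates 3 and 4. With the replicate number as a block the call was gained for pilG at 20 min (adjusted p = 0.00133), pilI at 20 min (adjusted p = 0.0157), pilD at 20 min (adjusted p = 0.0302) and pilH at 20 min (adjusted p = 0.0176). Omitting 1 array took away the call of pilC at 20 min (without any one of OPP 20 min replicates 2 and 3, adjusted p up to 0.0620), pilP at 20 min (4 of the 12 arrays, adjusted p up to 0.0663 without OPP 20 min replicate 1) and pilA at 60 min (4 of the 12 arrays, adjusted p up to 0.0839 without OPP 60 min replicate 4).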

The expression of type IV pili is necessary for colonization and maturation of *P. aeruginosa *biofilms on a variety of surfaces [31]. Considering that the cellular functions noted above generally mediate virulence and cell survival, it is therefore possible that the upregulation of these genes may be associated with protection and concomitant survival of *P. aeruginosa *when treated with OPP.

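Of the fatty acid synthesis genes, fabA, fabB, fabD, fabG and fabZ were lower with OPP at both times, and others fell at 60 min only. The gene named fabH1 on the array rose. The dehydratase genes fabA (PA1610) and fabZ (PA3645) fell to 0.395 and 0.385 times the control mean at 20 min and to 0.269 and 0.236 times at 60 min. The fabZ signal was 166 ± 40.1 (SD, n = 4) on the control arrays, 63.9 ± 9.92 at 20 min and 39.2 ± 3.05 at 60 min, with log2 fold changes of -1.23 (standard error 0.16, adjusted p = 0.00114) and -1.81 (standard error 0.16, adjusted p = 7.23e-06). Those of fabA were -1.20 (adjusted p = 0.00881) and -1.61 (adjusted p = 0.000313). The reductase gene fabG (PA2967) (-1.0, adjusted p = 0.00272, and -1.43, adjusted p = 4.07e-05), the malonyl transacylase gene fabD (PA2968) (-0.83, adjusted p = 0.0372, and -1.15, adjusted p = 0.00170) and the condensing enzyme gene fabB (PA1609) (-0.94, adjusted p = 0.0403, and -1.14, adjusted p = 0.00449) fell at 20 and 60 min. Acyl carrier protein (acpP (PA2966)) and the acetyl-CoA carboxylase subunits accA (PA3639) and accB (PA4847) fell at 60 min only (-1.14, -0.79 and -1.36, adjusted p = 0.000618, 0.00243 and 0.000327), though accB passed at 20 min with a replicate block (adjusted p = 0.0157). PA0999, named fabH1 on the array, rose 2.36-fold at 20 min and 2.17-fold at 60 min (adjusted p = 0.0304 and 0.0136), and fabH2 (PA3333) rose 2.31-fold at 60 min (adjusted p = 0.0453). By its locus number PA0999 lies close to the quinolone signal genes phnA (PA1001) and phnB (PA1002), and its place in fatty acid synthesis was not tested. Of 15 fatty acid synthesis genes 5 were lower and 1 higher at 20 min, and 11 lower and 2 higher at 60 min, with 7 and 11 lower adjusted over the list alone. Tested as a whole, the list was lower at 20 min (camera, adjusted p = 0.000179, and adjusted p = 0.313 with an estimated correlation) and at 60 min (camera, adjusted p = 4.43e-05, and adjusted p = 0.256 with an estimated correlation), and it follows the study's text, so it is not independent evidence. The median of fatty acid synthesis at 60 min was -0.71 within replicates 1 and 2 and -1.03 within replicates 3 and 4. Under a block for the replicate number, 6 of its genes fell between the times against 2 without it. Some calls were lost without 1 array: fabB at 20 min (8 of the 12 arrays, adjusted p up to 0.123 without control replicate 4), fabD at 20 min (8 of the 12 arrays, adjusted p up to 0.132 without control replicate 3), fabH1 at 20 min (6 of the 12 arrays, adjusted p up to 0.0947 without OPP 20 min replicate 3) and fabH2 at 60 min (9 of the 12 arrays, adjusted p up to 0.140 without control replicate 3).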

Five genes involved in fatty acid biosynthesis (*fab*A, B, D, G and Z) were also categorized under group I. A previous study that investigated the proteomic response of *P. putida *to phenol-induced stress noted that several enzymes involved in fatty acid biosynthesis, including FabB and FabH2 were upregulated approximately 2 fold and 4 fold respectively when treated with phenol [32]. Although FabA was not mapped in the aforementioned study, it was suggested that under phenol stress, the expression level of FabA correlated with the upregulation of FabB. Our study corroborates this theory, as both *fab*A and *fab*B were upregulated approximately 3 and 4 fold respectively following 60 minutes exposure to OPP (t). In contrast, *fab*H2 was downregulated in *P. aeruginosa *after 20 minutes of treatment with peracetic acid [16].

With respect to energy metabolism, the genes: PA5561 (*atp*1), PA2354, (probable cytochrome) and PA5556 (ATP synthase alpha chain), which are involved in ATP synthesis associated with oxidative phosphorylation and the electron transport chain were upregulated at both 20 and 60 minutes. This result suggests that oxidative phosphorylation is possibly a major route for energy production in *P. aeruginosa *treated with OPP.

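The genes atpI (PA5561) and atpA (PA5556), of the F1F0 ATP synthase operon, fell with OPP at both times, and so did the probable cytochrome gene PA5491. The atpA signal, for the alpha subunit, was 535 ± 115 (SD, n = 4) on the control arrays, 268 ± 44.9 at 20 min and 151 ± 7.47 at 60 min. In log2 terms it changed by -0.96 at 20 min (standard error 0.17, adjusted p = 0.00510) and -1.73 at 60 min (standard error 0.17, adjusted p = 1.57e-05), and it fell further between the times (-0.77, adjusted p = 0.0172). The atpI signal fell from 53.0 to 22.4 and 23.0 (-0.93, adjusted p = 0.00556, and -0.91, adjusted p = 0.00156). PA5491, the probable cytochrome listed in Table 1, was at 0.450 and 0.373 times the control mean (adjusted p = 0.0117 and 0.000895). The locus PA2354 named in the text had mean signals of 6.78, 10.9 and 11.3, too low to be tested. Calls that ended without 1 array were those of atpA between the times (without OPP 60 min replicate 4, adjusted p = 0.0542).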

#### Group II: genes upregulated upon 20 minutes exposure

Group II contained 13 genes, the least number of genes among the six groups (additional file 2). 

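Genes lowered by OPP at 20 min only were few, and the genes that the study lists here mostly gave no call at that time. Of 12 tested genes of the study's group II, 1 was lower at 20 min and none higher (median log2 fold change -0.54), and at 60 min 2 were higher and 1 lower (median 0.09). At the thresholds used here 7 genes were lower at 20 min only, 1 of them from the study's list, and 2 of the 7 differed between the times. In the limma fit no gene was both lower at 20 min and higher at 60 min. One fall at 20 min that was gone by 60 min was that of PA5446, with a signal of 434 ± 89.4 (SD, n = 4) on the control arrays, 173 ± 58.9 at 20 min and 501 ± 42.1 at 60 min. Group II was the smallest of the 6 groups here, and in 24 other ways of computing them no group was smaller. It held 13 genes after quantile normalization, 13 with a block for replicates 1 and 2 against 3 and 4 and none within replicates 1 and 2 alone, where group VI held none either.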

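The nitric oxide reductase gene norB (PA0524) differed too much among replicates for a call at 20 min. Its signal was 17.3 ± 13.2 (SD, n = 4) on the control arrays, 5.83 ± 1.55 at 20 min and 63.4 ± 61.6 at 60 min. Single control arrays read 26.7, 30.4, 8.0 and 4.0, the OPP 20 min arrays 6.9, 4.0, 7.3 and 5.1, and the OPP 60 min arrays 18.4, 12.3, 144 and 78.7. The log2 fold change was -0.65 at 20 min (standard error 0.51, adjusted p = 0.524) and 1.13 at 60 min (standard error 0.51, adjusted p = 0.127). At 20 min it was -1.32 within replicates 1 and 2 and 0.03 within replicates 3 and 4. When the replicate number was a block the rise from 20 to 60 min passed (adjusted p = 0.0296). Other steps of denitrification gave no call at 20 min either. Of 25 genes of the list none passed in limma, with 3 higher and 3 lower at an unadjusted p under 0.05, 2 by the exact Mann-Whitney test, and 3 higher and 1 lower with the replicate number as a block. The median was 0.14 while the list test pointed the other way, to lower (camera, adjusted p = 0.764), and after quantile normalization the median for denitrification was -0.04. At 60 min 5 were higher and 2 lower, or 9 and 3 adjusted over the list alone. Without control replicate 2 these were 12 and 3, and at 20 min 3 and 1. Among the higher were nosF (PA3394), of nitrous oxide reductase assembly (0.88, adjusted p = 0.0133), and narJ (PA3873), the chaperone of the membrane nitrate reductase (0.67, adjusted p = 0.0252). Lower were the regulator gene dnr (PA0527), from 91.6 to 15.1 (-1.90, adjusted p = 0.000825), and the nitrate transporter gene narK1 (PA3877) (-1.25, adjusted p = 0.0234). The nitrous oxide reductase gene nosZ (PA3392) did not pass at 60 min (1.70, adjusted p = 0.0685), and the list did not pass at 60 min (camera, adjusted p = 0.0549) but was higher at 60 than at 20 min (camera, adjusted p = 0.00222, and adjusted p = 0.605 with an estimated correlation). When 1 array was left out the call was lost for nosF at 60 min (without control replicate 3, adjusted p = 0.0508), narJ at 60 min (4 of the 12 arrays, adjusted p up to 0.0816 without control replicate 3) and narK1 at 60 min (without any one of control replicate 1 and OPP 60 min replicates 1 and 2, adjusted p up to 0.0672).

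**Figure D5:**
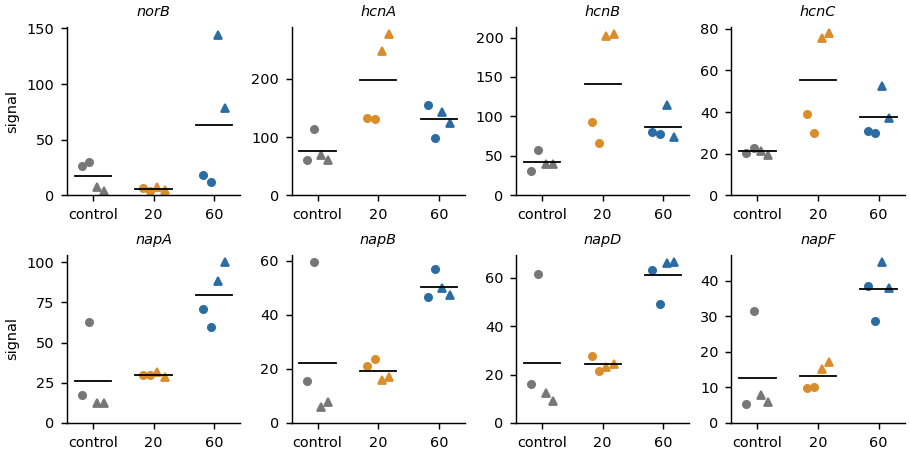
Signal intensity on each array (linear axis from 0) of norB, hcnA, hcnB, hcnC, napA, napB, napD and napF by group; circles are replicates 1 and 2, triangles replicates 3 and 4, black lines means. The mean of norB is 17.3, 5.83 and 63.4 on the control, OPP 20 min and OPP 60 min arrays, and that of hcnA 76.6, 198 and 130.5.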

The most upregulated gene in this group was *nor*B (nitric oxide reductase subunit B), with an approximately four fold increase in transcription (table 1). The nitric oxide reductase enzyme is a membrane bound cytochrome *bc *complex which has been reported to be expressed under anaerobic conditions in *P. stutzeri *[33-35]. NorB is the catalytic component of the NorBC complex and harbors low and high spin and low spin ferric heme proteins [36]. Recent experimental evidence suggests that coupled with electron transfer, proton uptake by NorB occurs from the periplasmic side of the bacterial cell membrane [33]. As such, nitrate can be used as the terminal electron acceptor instead of oxygen under anaerobic conditions, with nitric oxide being one of the intermediates in the reduction of nitrate to dinitrogen in the denitrification process [33]. Nitric oxide produced during denitrification is highly toxic to the cell and relies on the scavenging activity of nitric oxide reductase for cell survival [34]. A previous study [37] demonstrated that several genes involved in anaerobic respiration were upregulated in *S. aureus *after 20 minutes of exposure to peracetic acid, suggesting the possibility of a shift to anaerobic respiration in response to oxidative stress.

Another gene of interest in this group was PA3479: rhamnosyl transferase chain A (*rhl*A). 

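At 20 min rhlA gave no call, and it rose by 60 min together with other rhamnolipid genes. rhlA (PA3479), for the first enzyme of rhamnolipid synthesis, had a signal of 25.9 ± 34.7 (SD, n = 4) on the control arrays, 35.0 ± 15.0 at 20 min and 88.3 ± 18.6 at 60 min. The log2 fold change was 0.66 at 20 min (standard error 0.44, adjusted p = 0.444) and 1.84 at 60 min (standard error 0.44, adjusted p = 0.00759). At 20 min it was -0.28 within replicates 1 and 2 and 1.60 within replicates 3 and 4. Rhamnosyltransferase 2 (rhlC (PA1130)) rose 1.98-fold at 60 min (adjusted p = 0.00396) and PA3478, which is rhlB, 3.11-fold (adjusted p = 0.00159). The transcription activator gene rhlR (PA3477) did not pass at 60 min (0.69, adjusted p = 0.0746). All 3 of these rhamnolipid synthesis genes were higher at 60 min. At 20 min none passed in limma, with 0 higher and 0 lower at an unadjusted p under 0.05 and 0 by the exact Mann-Whitney test, but 2 were higher without control replicate 2. The list as fixed also took in PA3861, a gene outside this operon that shares the symbol rhlB on the array, so its list test is not used.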

The *rhl*AB operon catalyzes the first gylcosyl transfer reaction required for the synthesis of rhamnolipids [38,39]. Rhamnolipids have been found in high levels in the sputum of cystic fribrosis patients and are classified as virulence factors [40]. Rhamnolipids have been postulated to act as biosurfactants that facilitate surface colonization [41]. The multicellular nature of both biofilms and cells undergoing swarming motility indicate that both phenomena are related [42,43]. Rhamnosyl transferase chain A has been found to be critical for the exhibition of swarming motility by *P. aeruginosa*, which is important for environmental adaptation [44,45]. It has also been demonstrated that *P. aeruginosa *mutants lacking type IV pili and flagella are unable to swarm [45]. The upregulation of type IV pili assembly genes at 20 and 60 minutes (group I) supports the possibility that *P. aeruginosa *treated with OPP may exhibit swarming motility as a stress response. The finding that the *rhl*A gene exhibited no change in its expression level at 60 minutes also supports this hypothesis. Moreover, the probable purine binding chemotaxis protein, PA0177, which belongs to the group of flagellar assembly proteins, was also upregulated in this group.

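The chemotaxis gene gave no call at 20 min and rose at 60 min, when a few flagellar genes were lower. PA0177 had a signal of 9.65 ± 12.4 (SD, n = 4) on the control arrays, a mean of 10.3 at 20 min and 32.5 ± 5.26 at 60 min, near the bottom of the measured range in the first 2 groups. Its log2 fold change was 0.22 at 20 min (standard error 0.28, adjusted p = 0.713) and 1.28 at 60 min (standard error 0.28, adjusted p = 0.00494). Of 33 flagella genes none passed in limma at 20 min, with 0 higher and 2 lower at an unadjusted p under 0.05 and 2 by the exact Mann-Whitney test, and 1 lower with a replicate block, fliA (PA1455) (adjusted p = 0.0273). At 60 min 3 were lower, the rod gene flgC (PA1078) (-0.81, adjusted p = 0.0133), the sensor kinase gene fleS (PA1098) (-0.56, adjusted p = 0.0320) and the stator gene motA (PA4954) (-0.46, adjusted p = 0.0293). Adjusted over the list alone 0 were lower at 60 min, and between the times 5 were lower with the replicate number as a block against 0 without. The median log2 fold change was -0.07 at 20 min and -0.31 at 60 min, and the list was lower at 60 min (camera, adjusted p = 0.00694, and adjusted p = 0.532 with an estimated correlation). Without a block fliA, the sigma factor of the late flagellar genes, did not pass at either time (-0.57, adjusted p = 0.155, and -0.49, adjusted p = 0.123). Without 1 or another array there was no call for fleS at 60 min (6 of the 12 arrays, adjusted p up to 0.0932 without OPP 60 min replicate 1) and motA at 60 min (5 of the 12 arrays, adjusted p up to 0.0849 without OPP 60 min replicate 3).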

Previous studies have revealed that low iron levels significantly stimulated swarming motility, thereby preventing biofilm formation [44,46]. From this observation, it was hypothesized that in an unfavorable nutritional environment, biosurfactant production and surface motility are over expressed in order to prevent *P. aeruginosa *from settling into a biofilm [44]. Our results are in line with this hypothesis, considering that the ferric iron-binding periplasmic protein and the iron III-transport system permease (*hit*A and *hit*B) were upregulated after both 20 and 60 minutes (group I) of exposure to OPP, suggesting active iron uptake.

#### Group III: genes downregulated upon 20 minutes exposure

One of the characteristics of this group was the downregulation of genes involved in hydrogen cyanide production: PA2193 (*hcn*A), PA2194 (*hcn*B), PA2195 (*hcn*C). 

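In the labelled direction all of the genes for hydrogen cyanide synthase rose at 20 min. hcnA (PA2193) went from 76.6 ± 25.6 (SD, n = 4) to 198 ± 76.5 (SD, n = 4), hcnB (PA2194) from 42.0 ± 11.0 to 141 ± 72.1 and hcnC (PA2195) from 21.1 ± 1.35 to 55.6 ± 24.6, or 2.58-fold, 3.36-fold and 2.64-fold. The log2 fold changes were 1.23 (standard error 0.26, adjusted p = 0.0117), 1.42 (standard error 0.30, adjusted p = 0.0115) and 1.00 (standard error 0.24, adjusted p = 0.0236). Each was higher in all 4 same-numbered replicates. The 3 genes were higher as a list (camera, adjusted p = 0.000526, and adjusted p = 0.274 with an estimated correlation), with 3 higher adjusted over the list alone, and they are the genes that the study names from these arrays, so this is not independent evidence. At 20 min hcnB was 0.76 within replicates 1 and 2 and 2.09 within replicates 3 and 4. Of the 22 tested genes of the study's group III, 20 were higher at 20 min and none lower (median 1.09). Leaving out 1 array ended the call of hcnC at 20 min (5 of the 12 arrays, adjusted p up to 0.0787 without OPP 20 min replicate 3).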

The *hcn*ABC genes eoncode a cyanide synthase, which forms hydrogen cyanide from glycine [47]. These results are similar to those of a previous study where the *hcn*A and B genes were downregulated in *P. aeruginosa *treated with peracetic acid for 20 minutes [16]. Hydrogen cyanide is considered an extracellular virulence factor of *P*. *aeruginosa *and its production is transcriptionally regulated by the anaerobic regulator ANR and the quorum-sensing regulators LasR and PhlR [48]. It has been established that hydrogen cyanide is optimally produced when cell densities are high during the transition from exponential to stationary phase [49]. *P. aeruginosa *does not produce cyanide when it is grown under anaerobic conditions, with nitrate being used as the terminal electron acceptor [50]. The down regulation of genes responsible for cyanide production, therefore, supports the possibility that *P. aeruginosa *experiences an oxygen limiting state characterized by a transient switch to anaerobic metabolism. The upregulation of the nitric oxide reductase enzyme (*nor*B) in group II supports this theory. 

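At 60 min the cyanide synthase genes lay between their 20 min and control levels, and hcnB (PA2194) alone passed in the fit without a block. Its signal was 86.4 ± 18.8 (SD, n = 4), 2.06-fold the control mean (0.90, standard error 0.30, adjusted p = 0.0412). The genes hcnA (PA2193), at 130.5 ± 24.6, and hcnC (PA2195), at 37.7 ± 10.2, did not pass (0.72, adjusted p = 0.0563, and 0.60, adjusted p = 0.0842). With a block for replicates 1 and 2 against 3 and 4 they did (adjusted p = 0.0291 and 0.0189). Adjusted over the list of hydrogen cyanide synthase genes alone, 3 of the 3 were higher. Between 20 and 60 min none passed in limma (hcnA -0.51, adjusted p = 0.338; hcnB -0.53, adjusted p = 0.409; hcnC -0.40, adjusted p = 0.444), with 0 higher and 0 lower at an unadjusted p under 0.05. A fall from the 20 min level is therefore not established for any of them. As a list they did not pass against control at 60 min (camera, adjusted p = 0.0679). The remaining call was lost for hcnB at 60 min (7 of the 12 arrays, adjusted p up to 0.114 without OPP 60 min replicate 3).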

Further, the *hcn*ABC genes did not exhibit a change in expression levels at 60 minutes, indicating resumption of aerobic metabolism.

Also in this group was the *gro*EL gene which encodes a heat shock protein. 

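The chaperonin gene rose early and fell again by 60 min. groEL (PA4385) encodes the large subunit of the chaperonin that folds newly made proteins. Its signal was 429 ± 153 (SD, n = 4) on the control arrays, 981 ± 177 at 20 min and 308 ± 69.7 at 60 min. The log2 fold change was 1.24 at 20 min (standard error 0.26, adjusted p = 0.0117) and -0.41 at 60 min (standard error 0.26, adjusted p = 0.292), and the fall of 1.65 between the times passed (adjusted p = 0.00278). At 20 min it was 1.43 within replicates 1 and 2 and 1.05 within replicates 3 and 4.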

In a previous study, the expression of *gro*EL was unchanged in *P. putida *exposed to phenol [32]. The *clp*B gene which encodes an ATP dependent protease that functions as part of a chaperone network necessary for the recovery of stress induced protein aggregates was downregulated 2.7 fold. In contrast, the *clp*B gene has been shown to be upregulated 2.4 fold in *P. putida *treated with phenol [32].

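The clpB gene rose at 20 min and fell again by 60 min. clpB (PA4542) encodes a disaggregase that works with the DnaK chaperone. Signals were 29.2 ± 9.62 (SD, n = 4) on the control arrays, 87.4 ± 21.3 at 20 min and 20.0 ± 4.32 at 60 min, 2.99-fold the control mean at 20 min. In log2 terms the change was 1.32 at 20 min (standard error 0.22, adjusted p = 0.00339), -0.36 at 60 min (adjusted p = 0.260) and -1.68 between the times (adjusted p = 0.000721). At 20 min it was 1.27 within replicates 1 and 2 and 1.38 within replicates 3 and 4.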

#### Group IV: genes upregulated upon 60 minutes exposure

Group IV consists of genes whose expression levels increased only in response to 60 minutes of exposure to OPP (additional file 2). This group contained the highest number of genes (227 genes) among the six groups generated based on gene transcription direction. The significantly higher number of genes in this group compared with the number of genes in group II (genes upregulated upon 20 minutes exposure), suggests that *P. aeruginosa *significantly adjusts its transcriptional profile after 60 minutes of treatment with OPP.

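The genes that the study lists here were lower at 60 min. Of the 223 tested genes of the study's group IV, 210 were lower and none higher at 60 min (median log2 fold change -0.84), and 27 were lower and 1 higher at 20 min (median -0.43). In all, 276 genes were lower at 60 min only at the 2 thresholds, 141 of them from the study's list, and 284 were higher at 60 min only. These numbers were 220 and 107 with a minimum signal of 30, 321 and 258 with each array scaled to the same median, 159 and 56 within replicates 1 and 2 and 444 and 255 within replicates 3 and 4. One that fell late was glyA3 (PA4602), for serine hydroxymethyltransferase, which also fell between the times (-0.93, adjusted p = 0.00325). Of the 276, 44 differed between the times. The genes were chosen by the study on these arrays and their direction is not independent evidence.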

The most dominant classes in this group were "amino acid biosynthesis and metabolism", "membrane proteins", "nucleotide biosynthesis and metabolism", "translation, post-translational modification and degradation" and "transport of small molecules".

Compared to the other functional classes in this group, a higher number of genes were involved in amino acid biosynthesis and in translation, post-translational modification and degradation. 

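Genes that charge tRNAs fell at 60 min, and so did the signals of most tRNA probe sets tested. Whether the levels of mature tRNAs fell was not tested. At 60 min pheS (PA2740) was at 0.342 times the control mean (-1.27, standard error 0.17, adjusted p = 0.000148), glyQ (PA0009) at 0.437 times (-0.99, standard error 0.13, adjusted p = 0.000135), leuS (PA3987) at 0.419, metG (PA3482) at 0.536, alaS (PA0903) at 0.516, pheT (PA2739) at 0.506 and trpS (PA4439) at 0.550 (adjusted p = 0.00712, 0.0194, 0.0133, 0.0213 and 0.0270). The methionyl-tRNA formyltransferase gene fmt (PA0018) changed by -0.78 (adjusted p = 0.00610). Beyond these, thrS (PA2744), hisS (PA3802) and tyrZ (PA0668) fell at 60 min (-1.36, adjusted p = 0.000144; -1.15, adjusted p = 0.000118; -0.94, adjusted p = 0.000481). At 20 min thrS (-1.03, adjusted p = 0.00434), hisS (-0.83, adjusted p = 0.00467), glyQ (-0.49, adjusted p = 0.0381) and pheS (-0.61, adjusted p = 0.0485) were lower, and trpS was not (0.09, adjusted p = 0.862). Of 22 aminoacyl-tRNA synthetases 4 were lower at 20 min, 14 at 60 min and 4 between the times, with none higher, or 5, 19 and 6 adjusted over the list alone. With the replicate number as a block 7 were lower between the times. The list was lower at 20 min (camera, adjusted p = 2.08e-05, and adjusted p = 0.436 with an estimated correlation) and at 60 min (camera, adjusted p = 1.11e-08, and adjusted p = 0.256 with an estimated correlation), and its genes follow the study's text, so it is not independent evidence. Of 15 tRNA probe sets 7 were lower at 20 min and 11 at 60 min, the largest falls being those of an asparagine tRNA (log2 fold changes -2.58 and -2.63) and a glycine tRNA (-1.32 and -2.42). The median of aminoacyl-tRNA synthetases at 60 min was -0.51 within replicates 1 and 2 and -0.90 within replicates 3 and 4. Without 1 array the call ended for glyQ at 20 min (9 of the 12 arrays, adjusted p up to 0.106 without OPP 20 min replicate 1), pheS at 20 min (9 of the 12 arrays, adjusted p up to 0.152 without control replicate 4), glyQ between the times (9 of the 12 arrays, adjusted p up to 0.131 without OPP 60 min replicate 1), pheS between the times (6 of the 12 arrays, adjusted p up to 0.131 without OPP 60 min replicate 1), alaS at 60 min (without control replicate 3, adjusted p = 0.0501), metG at 60 min (without any one of control replicates 3 and 4, adjusted p up to 0.0694), trpS at 60 min (5 of the 12 arrays, adjusted p up to 0.0947 without control replicate 3) and pheT at 60 min (without any one of control replicates 3 and 4 and OPP 60 min replicate 4, adjusted p up to 0.0790).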

Active protein synthesis was reflected in the upregulation of several genes coding for 30 and 50S ribosomal proteins, aminoacyl-tRNA synthetases associated with alanine (*ala*S), formylmethionine (*fmt*), glycine (*gly*Q), leucine (*leu*S), methionine and selenomethionine (*met*G), phenylalanine (*phe*S and *phe*T) and tryptophan (*trp*S). In addition, genes involved in the biosynthesis of several amino acids: arginine and proline (*arg*G, *arg*H), glutamine (*gln*A), lysine (*lys*A, *lys*C), glutamate (*pro*A, *glt*P), histidine (*his*B, *his*E), phenylalanine (*aro*K), serine (*ser*C, *glyA*3), were also upregulated. These results are similar to those of a previous study [32] which indicated that the following enzymes were induced under phenol stress in *P. putida*: ArgD, ProA, GltD (involved in the glutamate biosynthetic pathway), TrpB and TrpS (belonging to aromatic amino acid biosynthetic pathways), and CysK and GlyA-2 (involved in the serine biosynthetic pathway). 

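Synthesis genes for many amino acids fell at 60 min, with few calls for single genes at 20 min. glyA3 (PA4602), which makes glycine from serine, went from 107 ± 6.23 (SD, n = 4) to 36.1 ± 5.74 (SD, n = 4) (-1.35, standard error 0.15, adjusted p = 4.76e-05). The argininosuccinate genes argG (PA3525) and argH (PA5263) fell to 0.445 and 0.492 times the control mean, glutamine synthetase glnA (PA5119) to 0.553, the lysine genes lysA (PA5277) and lysC (PA0904) to 0.490 and 0.472, and the proline gene proA (PA4007) to 0.486. The histidine genes hisB (PA5143) and hisE (PA5067) fell to 0.493 and 0.510 times, the shikimate kinase gene aroK (PA5039) to 0.498 and the serine gene serC (PA3167) to 0.501. Adjusted p-values for argG, argH, glnA, lysA and lysC were 0.0132, 0.00444, 0.0217, 0.00397 and 0.00203, and for proA, hisB, hisE, aroK and serC 0.00626, 0.00305, 0.000538, 0.0104 and 0.0274. At 20 min the shikimate pathway gene aroQ1 (PA4846) (-0.93, adjusted p = 0.00565), the methionine gene metF (PA0430) (-1.10, adjusted p = 0.00743), the ornithine carbamoyltransferase gene argF (PA3537) (-1.15, adjusted p = 0.0171) and the tryptophan gene trpF (PA3113) (-0.60, adjusted p = 0.0210) were lower. The homoserine acetyltransferase gene metX (PA0390) fell at 60 min (-1.0, adjusted p = 0.000596). Of 71 genes for amino acid synthesis 4 were lower and 0 higher at 20 min, and 30 lower and 1 higher at 60 min (34 lower adjusted over the list alone). Under a block for the replicate number 10 were lower and 2 higher at 20 min, and 12 were lower between the times against 4 without. Tested as a whole, the list was lower at 20 min (camera, adjusted p = 0.000160, and adjusted p = 0.501 with an estimated correlation) and at 60 min (camera, adjusted p = 4.30e-09, and adjusted p = 0.263 with an estimated correlation). Its median was -0.38 within replicates 1 and 2 and -0.56 within replicates 3 and 4 for amino acid synthesis at 60 min. Omitting 1 array took away the call of argF at 20 min (without any one of control replicates 3 and 4, adjusted p up to 0.0626), trpF at 20 min (without any one of control replicate 4 and OPP 20 min replicate 3, adjusted p up to 0.0782), glnA at 60 min (4 of the 12 arrays, adjusted p up to 0.0664 without OPP 60 min replicate 2), serC at 60 min (6 of the 12 arrays, adjusted p up to 0.0736 without OPP 60 min replicate 2), trpF at 60 min (9 of the 12 arrays, adjusted p up to 0.136 without control replicate 4) and argG at 60 min (without control replicate 3, adjusted p = 0.0500).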

Based on these results, the authors suggested that phenol-stressed cells may experience amino acid deficits, and hence a shortage of proteins required for growth and survival [32]. Interestingly it has been shown that *E. coli *can adjust its rate of tryptophan biosynthesis following a shift to stressful nutritional conditions [51]. In contrast, a similar study in our laboratory investigating the effect of OPP on *S. aureus *[84] revealed that several genes involved in amino acid anabolism and specifically lysine and diaminopimelic acid (DAP) biosynthesis were markedly downregulated. This suggests that the effect of 0.82 mM OPP on amino acid metabolism in *P. aeruginosa *and *S. aureus *differ.

Among the genes coding for proteins involved in the transport of small molecules was the *tol*A gene, which codes for the TolA protein. 

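The tolA gene fell with OPP at 20 and at 60 min. tolA (PA0971) spans the periplasm between the inner membrane and OprL. Its signal was 77.2 ± 8.69 (SD, n = 4) on the control arrays, 46.9 ± 6.67 at 20 min and 38.5 ± 3.70 at 60 min. The log2 fold change was -0.62 (standard error 0.14, adjusted p = 0.0166) and -0.84 (standard error 0.14, adjusted p = 0.000639). The periplasmic partner tolB (PA0972) fell at 60 min (-0.80, adjusted p = 0.0411), and the inner membrane partners tolQ (PA0969) and tolR (PA0970) did not pass there (-0.71, adjusted p = 0.0880, and -0.42, adjusted p = 0.0819). With a block for replicates 1 and 2 against 3 and 4 both did (adjusted p = 0.00111 and 0.0272). In the Tol-OprL complex 3 of 5 genes were lower at 60 min and 1 at 20 min, with none higher (5 and 2 adjusted over the list alone), and the list was lower at 20 min (camera, adjusted p = 0.00962, and adjusted p = 0.391 with an estimated correlation) and at 60 min (camera, adjusted p = 0.00172, and adjusted p = 0.256 with an estimated correlation). A single array ended the call of tolA at 20 min (without any one of control replicate 4 and OPP 20 min replicate 3, adjusted p up to 0.0613) and tolB at 60 min (5 of the 12 arrays, adjusted p up to 0.129 without control replicate 3).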

The TolA protein is an inner membrane protein belonging to the TolQRAB protein complex [52] and is necessary for the uptake of the group A colicins and Tol-dependent phage [53,54]. Tol proteins are also required to maintain the integrity of the bacterial cell envelope structure [52,55]. Mutations in TolA have been shown to cause increased sensitivity to detergents and certain antimicrobials and the leakage of periplasmic proteins [56]. The upregulation of *tol*A after 60 minutes of exposure to OPP suggests a protective role for TolA, possibly related to the maintenance of the cell membrane structure.

In line with the upregulation of genes in the class of "transport of small molecules" after 60 minutes, was the induction of several genes belonging to the classes of "membrane proteins" and "protein secretion/export apparatus". 

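The transporter genes gltP (PA5479) and glpT (PA5235), for glutamate and for glycerol-3-phosphate, were lower with OPP at 60 min, near the bottom of the measured range. The gltP signal went from 29.4 ± 6.59 (SD, n = 4) to 12.2 ± 5.91 (SD, n = 4), with a log2 fold change of -0.85 (standard error 0.18, adjusted p = 0.00422). For glpT the signal went from 28.4 ± 7.38 to 12.0 ± 5.51 (-0.82, standard error 0.20, adjusted p = 0.00936). At 20 min neither passed (-0.26, adjusted p = 0.477 for gltP, and -0.55, adjusted p = 0.133 for glpT). Glycerol-3-phosphate dehydrogenase (glpD, PA3584), the next step for the substrate of GlpT, was among the largest falls of the whole array at 60 min.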

The upregulation of the glycerol-3-phosphate transporter gene (*glt*P) and the proton glutamate symporter (*glt*P) is indicative of active transport across the cell membrane. Further evidence of translocation was seen in the upregulation of the components of translocation pathways such as the Sec dependent pathway (*sec*D, *sec*F) which is driven by ATP hydrolysis and the twin-arginine translocation (Tat) pathway (*tat*C) which uses energy derived from the proton motive force to translocate proteins across the cytoplasmic membrane [57,58]. 

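Late in the exposure the helper genes of Sec export and the Tat genes were lower as well. secD (PA3821), part of the complex that pulls proteins through the channel, went from 78.2 ± 20.6 (SD, n = 4) to 24.5 ± 2.92 (SD, n = 4), and secF (PA3820) from 34.1 ± 11.5 to 17.3 ± 5.49. At 60 min the log2 fold changes were -1.33 for secD (standard error 0.20, adjusted p = 0.000434), -0.68 for secF (standard error 0.21, adjusted p = 0.0291), -0.51 for tatC (PA5070) (standard error 0.14, adjusted p = 0.0176) and -0.83 for tatB (PA5069) (adjusted p = 0.00177). The fall of tatC, to 0.569 times the control mean, did not reach 2-fold. The signal peptidase gene lepB (PA0768) fell at 60 min too (-0.70, adjusted p = 0.0222). None of these 5 passed at 20 min, though lepB did with a replicate block (adjusted p = 0.0166). The secD and tatB genes fell between the times (-0.90, adjusted p = 0.0187, and -0.64, adjusted p = 0.0293). Calls that ended without 1 array were those of secF at 60 min (4 of the 12 arrays, adjusted p up to 0.0992 without control replicate 4), tatC at 60 min (without any one of control replicate 3 and OPP 60 min replicate 3, adjusted p up to 0.0620), lepB at 60 min (4 of the 12 arrays, adjusted p up to 0.0797 without control replicate 4), tatB between the times (6 of the 12 arrays, adjusted p up to 0.0834 without OPP 20 min replicate 4) and secD between the times (without any one of OPP 20 min replicates 3 and 4 and OPP 60 min replicate 1, adjusted p up to 0.0763).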

Interestingly, *E. coli *with mutations in *tat*C, which is critical for the functioning of the Tat system, show pleitropic defects in the cell envelope, leading to hypersensitivity to some detergents and drugs [59,60]. 

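The gene oprL (PA0973), for a lipoprotein that ties the outer membrane to peptidoglycan, fell with OPP at 60 min. Its signal was 174 ± 8.07 (SD, n = 4) on the control arrays, 128 ± 14.1 at 20 min and 86.6 ± 12.2 at 60 min. At 60 min the log2 fold change was -0.94 (standard error 0.14, adjusted p = 0.000271) and at 20 min -0.43 (adjusted p = 0.0864). It fell between the times by 0.52 (adjusted p = 0.0423). The 60 min change was -1.12 within replicates 1 and 2 and -0.76 within replicates 3 and 4. When 1 array was left out the call was lost for oprL between the times (10 of the 12 arrays, adjusted p up to 0.129 without OPP 20 min replicate 4).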

The peptidoglycan associated lipoprotein precursor (*opr*L), which has been reported to play a protective role against hydrogen peroxide treatment in biofilms of *P. aeruginosa *[61] was also upregulated. Further, several genes encoding proteins in the ABC transport system, including the sulfate transport protein (*cys*A), probable protein binding component of iron ABC transporter (PA5217), probable periplasmic polyamine binding protein (PA0295) and probable ATP binding component of ABC transporters (PA4461, PA5503) were also upregulated in this group. These findings possibly imply that membrane components of *P. aeruginosa *were altered and that activated and or facilitated transport of ions, sugars, amino acids and other solutes necessary for cell survival was boosted after 60 minutes of exposure to OPP. It therefore appears that both the maintenance of active transport across and the integrity of the cell membrane are necessary for cell survival after 60 minutes of OPP treatment.

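With the exception of cysA, these transporter genes were lower with OPP at 60 min. PA4461, annotated as an ATP-binding component, went from 97.5 ± 15.5 (SD, n = 4) to 48.6 ± 2.81 (SD, n = 4) (-0.87, standard error 0.15, adjusted p = 0.00104). PA0295, a probable polyamine-binding protein, fell to 0.475 times the control mean (-0.80, adjusted p = 0.00796), PA5503 to 0.499 times (-0.71, adjusted p = 0.00119) and PA5217, a probable iron-binding protein, to 0.619 times (-0.50, adjusted p = 0.0282). At 20 min PA5503 was lower (-0.46, adjusted p = 0.0494) and the others did not pass. The sulfate transport gene cysA (PA0280) had mean signals of 10.6, 10.1 and 7.65 and was too low to be tested. Without 1 or another array there was no call for PA5503 at 20 min (10 of the 12 arrays, adjusted p up to 0.134 without control replicate 4) and PA5217 at 60 min (4 of the 12 arrays, adjusted p up to 0.0909 without control replicate 3). When the replicate number was a block the call was gained for PA4461 at 20 min (adjusted p = 0.0430).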

This group also contained six genes: *rfa*D, *mur*A, *lpx*A, *lpp*L, *lpx*B and *waa*F that are involved in the lipopolysaccharide (LPS) biosynthetic pathway. 

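At 60 min 7 of 15 genes for lipid A and the LPS core were lower with OPP, and lpxA and lpxD already at 20 min. lpxA (PA3644), the first enzyme of lipid A synthesis, had a signal of 79.3 ± 9.85 (SD, n = 4) on the control arrays, 45.9 ± 5.03 at 20 min and 31.5 ± 4.24 at 60 min (-0.67, standard error 0.14, adjusted p = 0.0107 at 20 min, and -1.10, standard error 0.14, adjusted p = 9.15e-05 at 60 min). lpxD (PA3646), from the same pathway, fell more (-1.05, adjusted p = 0.00245, and -1.41, adjusted p = 4.76e-05). At 60 min lpxB (PA3643) (-0.82, adjusted p = 0.00683), the heptosyltransferase gene waaF (PA5012) (-0.61, adjusted p = 0.0133), the lipoprotein gene lppL (PA5276) (-1.22, adjusted p = 0.00240) and murA (PA4450), the first step toward peptidoglycan (-1.19, adjusted p = 9.15e-05), were lower. The heptose epimerase gene rfaD (PA3337) went from 82.3 ± 53.8 (SD, n = 4) to 21.6 ± 3.57 (SD, n = 4) and did not pass (-1.30, standard error 0.49, adjusted p = 0.0704). Of 15 genes for lipid A and LPS core 2 were lower at 20 min and 7 at 60 min, with none higher, or 4 and 11 adjusted over the list alone, and at 20 min 5 with a replicate block and 4 without control replicate 2. The list was lower at 20 min (camera, adjusted p = 2.98e-05, and adjusted p = 0.313 with an estimated correlation) and at 60 min (camera, adjusted p = 1.97e-05, and adjusted p = 0.256 with an estimated correlation), and it follows the study's text, so it is not independent evidence. Its median was -0.42 within replicates 1 and 2 and -0.81 within replicates 3 and 4 for lipid A and LPS core at 60 min. In peptidoglycan synthesis 1 of 15 genes was lower at 20 min (2 with a replicate block), the transpeptidase gene pbpA (PA4003) (-0.66, adjusted p = 0.00942), and 2 lower at 60 min, pbpA (-0.78, adjusted p = 0.000846) and murA. That list was lower at 20 min (camera, adjusted p = 0.000705, and adjusted p = 0.436 with an estimated correlation) and was lower at 60 min (camera, adjusted p = 0.0131, and adjusted p = 0.510 with an estimated correlation). With the replicate number as a block the call was gained for waaF at 20 min (adjusted p = 0.0399), lppL at 20 min (adjusted p = 0.00807) and rfaE at 20 min (adjusted p = 0.0168).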

LPS is the main component of the outer cell wall and upregulation of its synthesis suggests that adaptation to OPP treatment in *P. aeruginosa *may involve cell wall modification. Similar results were obtained in *P. putida*, where the LpxC, MurA and the VacJ (a putative lipoprotein) proteins were upregulated after exposure to phenol [32].

Another predominant functional group in this class contained genes involved in energy metabolism. Genes encoding several components of the F_1_ATP synthase (*atp*B, *atp*C, *atp*D, *atp*G) involved ATP generation by oxidative phosphorylation and elements mediating electron transfer (glutaredoxin (PA5129), ferredoxin I (PA3621), ferredoxin (PA0362) and the Na^+^-translocating NADH: quinone oxidoreductase subunit Nqr5 (PA2995) were upregulated. 

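All of the 9 ATP synthase genes were lower with OPP at 60 min, and the electron carriers named here fell too. atpG (PA5555), for the gamma subunit, went from 516 ± 198 (SD, n = 4) to 156 ± 36.7 (SD, n = 4) (-1.59, standard error 0.28, adjusted p = 0.00116), and atpD (PA5554), for the beta subunit, from 228 ± 79.5 to 80.2 ± 6.55 (-1.32, standard error 0.23, adjusted p = 0.000898). atpB (PA5560) and atpC (PA5553) fell to 0.455 and 0.504 times the control mean (adjusted p = 0.00160 and 0.0119) and atpE (PA5559) to 0.409 times (adjusted p = 0.00306). Glutaredoxin grx (PA5129) (-1.53, adjusted p = 0.00508), ferredoxin I fdxA (PA3621) (-1.19, adjusted p = 0.00218), ferredoxin fdx1 (PA0362) (-0.74, adjusted p = 0.00145) and the sodium pump subunit gene nqrE (PA2995) (-0.69, adjusted p = 0.00378) fell at 60 min, nqrE already at 20 min (-0.61, adjusted p = 0.0252). At 20 min 2 of the ATP synthase genes were lower (8 adjusted over the list alone), 7 with the replicate number as a block and 6 without control replicate 2. Between the times 1 fell (3 adjusted over the list alone), and 5 with the block. Tested as a whole, the list was lower at 20 min (camera, adjusted p = 7.79e-07, and adjusted p = 0.182 with an estimated correlation) and at 60 min (camera, adjusted p = 2.95e-07, and adjusted p = 0.115 with an estimated correlation), and it follows the study's text, so it is not independent evidence. The median of ATP synthase at 60 min was -1.20 within replicates 1 and 2 and -1.53 within replicates 3 and 4. The genes of NADH dehydrogenase I gave few calls, with 1 of 13 lower at 60 min, nuoA (PA2637) (-0.66, adjusted p = 0.0215), and none passing in limma at 20 min, with 0 at an unadjusted p under 0.05 and 0 by the exact Mann-Whitney test. Under a block for the replicate number the call was gained for fdx1 at 20 min (adjusted p = 0.0423), grx at 20 min (adjusted p = 0.0106) and atpB at 20 min (adjusted p = 0.0155). Leaving out 1 array ended the call of nqrE at 20 min (5 of the 12 arrays, adjusted p up to 0.0901 without control replicate 4) and nuoA at 60 min (without any one of control replicates 3 and 4 and OPP 60 min replicate 1, adjusted p up to 0.0733).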

Other components involved in the oxidative phosphorylation pathway: (PA5561 (*atp*1) and PA5556 (ATP synthase alpha chain) were upregulated after both 20 and 60 minutes (PA5561 (*atp*1) and PA5556 (ATP synthase alpha chain). This corroborates the theory that energy production through this route is essential for OPP-treated cells.

An interesting observation was the upregulation of several genes involved in the biosynthesis of purines and pyrimidines after 60 minutes of treatment with OPP. The genes: *pyr*C, *pyr*E, *pyr*H, belonging to the pyrimidine biosynthetic operon that has been described in *Bacillus subtilis *[62] and the *pur*L gene involved in purine biosynthesis [63] were upregulated, suggesting that an increase in nucleotide biosynthesis may contribute to the adaptive response of *P. aeruginosa *to OPP. In contrast, the quantities of the PurM, PurL and PyrH proteins have been reported to be downregulated after exposure to phenol for 60 minutes [32].

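Genes for both classes of nucleotides fell with OPP at 60 min. pyrH (PA3654), for UMP kinase, went from 105 ± 37.5 (SD, n = 4) to 46.4 ± 2.75 (SD, n = 4) (-0.98, standard error 0.20, adjusted p = 0.00268), pyrE (PA5331) to 0.526 times the control mean (-0.71, adjusted p = 0.0181) and pyrC (PA3527) to 0.5 times (-0.76, adjusted p = 0.0323). The carbamoyl phosphate synthetase genes carA (PA4758) and carB (PA4756), at the head of the pathway, fell by 0.65 and 1.10 (adjusted p = 0.0144 and 0.000759), and pyrB (PA0402) by 0.83 (adjusted p = 0.0199). In purine synthesis purL (PA3763) fell from 47.7 ± 8.65 to 23.4 ± 2.86 (-0.78, standard error 0.17, adjusted p = 0.00449), and purB (PA2629) was lower at 20 and 60 min (-0.79, adjusted p = 0.0111, and -0.94, adjusted p = 0.00102). Also lower at 60 min were purH (PA4854) (-1.21, adjusted p = 0.00180), guaA (PA3769) (-1.21, adjusted p = 0.0168) and guaB (PA3770) (-1.18, adjusted p = 0.0238), the last 2 on the branch to GMP. Of 13 purine synthesis genes 9 were lower at 60 min and 1 at 20 min (11 and 2 adjusted over the list alone, and at 20 min 4 with the replicate number as a block and 3 without control replicate 2). Of 9 pyrimidine synthesis genes 6 were lower at 60 min. At 20 min none of these passed in limma, with 2 lower and 0 higher at an unadjusted p under 0.05, 1 by the exact Mann-Whitney test, 2 lower adjusted over the list alone and 2 with the block. The purine list was lower at 20 min (camera, adjusted p = 6.38e-05, and adjusted p = 0.331 with an estimated correlation). At 60 min the purine list (camera, adjusted p = 8.99e-06, and adjusted p = 0.256 with an estimated correlation) and the pyrimidine list (camera, adjusted p = 0.000991, and adjusted p = 0.309 with an estimated correlation) were lower. Medians at 60 min were -0.50 within replicates 1 and 2 and -0.90 within replicates 3 and 4 for purine synthesis, and -0.66 within replicates 1 and 2 and -0.61 within replicates 3 and 4 for pyrimidine synthesis. Without 1 array the call ended for pyrC at 60 min (6 of the 12 arrays, adjusted p up to 0.0994 without control replicate 3), pyrE at 60 min (without any one of control replicate 3 and OPP 60 min replicate 1, adjusted p up to 0.0587), pyrB at 60 min (without any one of control replicates 3 and 4 and OPP 60 min replicate 1, adjusted p up to 0.0700), guaA at 60 min (without any one of control replicates 3 and 4, adjusted p up to 0.0608) and guaB at 60 min (4 of the 12 arrays, adjusted p up to 0.0836 without control replicate 3).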

#### Group V: genes downregulated upon 60 minutes exposure

This group contained a total of 70 genes (additional file 2) that were downregulated after 60 minutes of treatment with OPP. 

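The genes of this set rose with OPP in the labelled direction, late and almost without exception. All of the 69 tested genes of the study's group V were higher at 60 min (median log2 fold change 1.27), and 2 were higher at 20 min (median 0.36). The whole arrays held 284 genes higher at 60 min only at the 2 thresholds, 67 of them from the study's list, and 102 of the 284 also differed between the times. Among the genes that the study does not name in its text, the carnitine catabolism genes dhcA (PA1999) and dhcB (PA2000) rose between the times by 2.17 and 2.30 (adjusted p = 0.00207 and 0.00143), the pilin gene flp (PA4306) by 2.42 (adjusted p = 0.00105) and lasA (PA1871) by 2.31 (adjusted p = 0.000326). Signal of flp was 10.7 ± 11.4 (SD, n = 4) on the control arrays, 15.5 ± 11.9 at 20 min and 119.7 ± 28.8 at 60 min. Group V held 56 genes within replicates 1 and 2 alone and 255 within replicates 3 and 4 alone. The study chose its genes on these arrays, so their direction is not independent evidence.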

Genes belonging to the functional classes of "amino acid biosynthesis and metabolism", "energy metabolism and "putative enzymes" contained a relatively higher number of genes. It was interesting to find the *nap*A, B, D and F genes among the genes in the class of energy metabolism. These genes are some of the components of the *nap *operon that has been identified in many gram negative bacteria [64]. The *E. coli *nap operon (*nap*FDAGHBC) encodes a periplasmic nitrate reductase [65]. The respiratory periplasmic nitrate reductase in denitrifying *P*. sp. Strain G-179 has been reported to support anaerobic growth in the presence of nitrate [66]. Most Nap enzymes consist of a large catalytic sub subunit (NapA) and a small diheme cytochrome *c *(NapB). NapC is a membrane bound tetraheme cytochrome *c *that transfers electrons from the quinol pool in the cytoplasmic membrane to NapAB. NapD is found in the cytoplasm and plays a role in the maturation of the enzyme prior to export [67] and NapF is a non-heme iron-sulfur protein [68]. The downregulation of the nap A, B, D and F genes in this study suggests that after 60 minutes of OPP treatment, *P. aeruginosa *probably maintains aerobic growth. This is in contrast to after 20 minutes of treatment when the nitric oxide reductase gene was upregulated, suggesting a possible transient switch to anaerobic respiration (table 1).

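Genes of the periplasmic nitrate reductase gave no call at 20 min and rose at 60 min in the labelled direction. napA (PA1174), the catalytic subunit, had a signal of 26.3 ± 24.6 (SD, n = 4) on the control arrays, 29.9 ± 1.17 at 20 min and 79.8 ± 18.0 at 60 min (1.48, standard error 0.30, adjusted p = 0.00295 at 60 min). napB (PA1173), its cytochrome subunit, rose 2.26-fold (1.17, adjusted p = 0.0227), napC (PA1172) 2.62-fold (0.96, adjusted p = 0.000434), napD (PA1175) 2.47-fold (1.24, adjusted p = 0.00932) and napF (PA1176) 2.98-fold (1.2, adjusted p = 0.00508). Of 6 genes 6 were higher at 60 min. At 20 min none passed in limma, with 0 at an unadjusted p under 0.05 and 0 by the exact Mann-Whitney test, but 3 were higher without control replicate 2. Between the times 3 rose (6 adjusted over the list alone), 6 with the replicate number as a block and 6 without control replicate 2. The list was higher at 60 min (camera, adjusted p = 0.000134, and adjusted p = 0.256 with an estimated correlation), and its genes are those that the study names from these arrays, so it is not independent evidence. The median of periplasmic nitrate reductase at 60 min was 0.77 within replicates 1 and 2 and 1.70 within replicates 3 and 4, and control replicate 2 read 59.5 for napB where the other control arrays read 6 to 16. In the labelled direction the nap genes rose at 60 min and the cyanide genes rose at 20 min, and norB gave no call. Omitting 1 array took away the call of napB at 60 min (without any one of control replicates 3 and 4 and OPP 60 min replicate 2, adjusted p up to 0.0818), napA between the times (9 of the 12 arrays, adjusted p up to 0.121 without OPP 60 min replicate 4) and napF between the times (7 of the 12 arrays, adjusted p up to 0.0944 without OPP 60 min replicate 3).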

This group also contained several genes involved in valine, leucine and isoleucine degradation. In particular, PA2247 (*bkd*A1), PA2248 (*bkd*A2), and 2250 (*lpd*V) which are involved in the conversion of valine, leucine and isoleucine to alkyl-CoA derivatives that feed into the TCA cycle, pyrimidine metabolism and propanoate metabolism were downregulated. Similarly, the *bkd*A1, *bkd*A2 and *lpd*V genes were downregulated in *P. aeruginosa *after exposure to peracetic acid for 20 minutes [16]. 

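The breakdown pathway for branched-chain amino acids rose with OPP in the labelled direction, and the calls for single genes came at 60 min. bkdA1 (PA2247) and bkdA2 (PA2248), for the E1 subunits of the branched-chain keto acid dehydrogenase, and lpdV (PA2250), for its lipoamide dehydrogenase, carried the rise with genes of leucine breakdown. Signal of bkdA1 was 21.1 ± 3.84 (SD, n = 4) on the control arrays, 59.1 ± 59.1 at 20 min and 233 ± 84.7 at 60 min, 11.1-fold the control mean at 60 min. At 60 min the log2 fold changes were 2.90 for bkdA1 (standard error 0.40, adjusted p = 0.000177), 2.14 for bkdA2 (standard error 0.36, adjusted p = 0.000753) and 2.48 for lpdV (standard error 0.33, adjusted p = 0.000151). The leucine catabolism genes liuD (PA2012) and liuB (PA2014) rose by 2.35 and 1.86 (adjusted p = 0.000254 and 0.000700), and mmsA (PA3570), of valine breakdown, had the smallest adjusted p (1.28, adjusted p = 6.31e-05). Of 11 genes of branched-chain amino acid degradation 10 were higher at 60 min and 9 rose between the times (11 and 10 adjusted over the list alone), with none lower. At 20 min none passed in limma (bkdA1 0.85, adjusted p = 0.255), with 2 higher and 0 lower at an unadjusted p under 0.05 and 2 by the exact Mann-Whitney test. The list was higher at 20 min (camera, adjusted p = 0.0155, and adjusted p = 0.493 with an estimated correlation) and at 60 min (camera, adjusted p = 2.64e-09, and adjusted p = 0.115 with an estimated correlation), and it partly follows the study's text, which makes it no independent evidence. The median at 60 min of branched-chain amino acid degradation was 1.45 within replicates 1 and 2 and 2.62 within replicates 3 and 4. Calls that ended without 1 array were those of bkdA2 between the times (without any one of OPP 20 min replicates 3 and 4 and OPP 60 min replicate 4, adjusted p up to 0.0578) and liuB between the times (6 of the 12 arrays, adjusted p up to 0.115 without OPP 20 min replicate 4).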

The results of the present study suggest that the synthesis of these amino acids was being inhibited after 60 minutes of OPP treatment with concomitant inhibition of energy production through the TCA cycle. Further, several genes involved in the synthesis of acetylCoA were present in this group. In particular, PA2013 and PA0745 (probable enoylCoA hydratases) involved in the synthesis of acetylCoA from Lysine and butanoate respectively and PA3417 (probable pyruvate dehydrogenase E1 component) which catalyzes the transformation of pyruvate to acetylCoA were downregulated. These results support the fact that energy production through the TCA cycle was being inhibited after 60 minutes of exposure to OPP.

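In the labelled direction these genes rose at 60 min, and the genes for using acetate and propionate rose from 20 min on. PA2013, annotated here as liuC, went from 13.3 ± 5.12 (SD, n = 4) to 85.6 ± 28.4 (SD, n = 4) (2.01, standard error 0.30, adjusted p = 0.000358), PA0745 from 24.7 ± 9.30 to 147 ± 53.5 (2.15, standard error 0.29, adjusted p = 0.000177) and PA3417 from 16.1 ± 7.13 to 49.1 ± 14.2 (1.18, standard error 0.22, adjusted p = 0.00147). At 20 min none of the 3 passed (0.64, adjusted p = 0.261; 0.75, adjusted p = 0.167, or 0.0485 with a replicate block; 0.36, adjusted p = 0.393), and each rose between the times (adjusted p = 0.0168, 0.0119 and 0.0411). Acetyl-CoA synthetase (acsA, PA0887) rose 12.7-fold by 60 min (adjusted p = 0.000144). Of the glyoxylate shunt, malate synthase glcB (PA0482) rose 5.12-fold at 20 min and 4.49-fold at 60 min (adjusted p = 0.00642 and 0.00403), and isocitrate lyase aceA (PA2634) 2.84-fold and 2.57-fold (adjusted p = 0.0250 and 0.0208). The propionate genes prpC (PA0795) (1.67, adjusted p = 0.00263, and 2.29, adjusted p = 4.76e-05) and prpB (PA0796) (1.78, adjusted p = 0.00327 at 60 min) rose too. Of 5 genes of glyoxylate, acetate and propionate use 4 were higher at 20 min and 5 at 60 min, and as a list they were higher at 20 min (camera, adjusted p = 2.36e-06, and adjusted p = 0.209 with an estimated correlation) and at 60 min (camera, adjusted p = 5.53e-05, and adjusted p = 0.256 with an estimated correlation). Medians at 20 min for glyoxylate, acetate and propionate use were 1.55 within replicates 1 and 2 and 1.79 within replicates 3 and 4. In the TCA cycle 2 of 17 genes were higher and 1 lower at 20 min, and 2 higher and 2 lower at 60 min (5 lower without control replicate 2). Between the times none passed in limma, with 1 higher and 3 lower at an unadjusted p under 0.05, while the replicate number as a block gave 9 lower between the times and 4 higher at 20 min. Isocitrate dehydrogenase icd (PA2623) was higher at both (1.37, adjusted p = 0.00768, and 1.44, adjusted p = 0.00139), mqoA (PA3452), a malate:quinone oxidoreductase, lower at both (-1.07, adjusted p = 0.0133, and -1.07, adjusted p = 0.00431), and aconitase acnA (PA1562) higher at 60 min (1.43, adjusted p = 0.0107). When the replicate number was a block the call was gained for prpB at 20 min (adjusted p = 0.000394). When 1 array was left out the call was lost for aceA at 20 min (5 of the 12 arrays, adjusted p up to 0.0813 without OPP 20 min replicate 3), aceA at 60 min (without any one of control replicate 1 and OPP 60 min replicates 3 and 4, adjusted p up to 0.0628), mqoA at 20 min (without any one of control replicates 3 and 4, adjusted p up to 0.0518), liuC between the times (4 of the 12 arrays, adjusted p up to 0.0639 without OPP 60 min replicate 4) and PA3417 between the times (6 of the 12 arrays, adjusted p up to 0.142 without OPP 20 min replicate 3).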

#### Group VI: genes downregulated at 20 and 60 minutes exposure

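The gene rmf (PA3049), for a factor that stores ribosomes as inactive dimers in stationary phase, had the largest log2 fold change of all genes at 60 min in the limma fit, and by the ratio of mean signals several genes rose more. Its signal was 55.8 ± 85.2 (SD, n = 4) on the control arrays, 172 ± 45.8 at 20 min and 714 ± 151 at 60 min. Single control arrays read 9 to 21 except control replicate 2, which read 183, so the ratio of means understates the rise on the other replicates. In the limma fit the log2 fold change was 2.20 at 20 min (standard error 0.55, adjusted p = 0.0307) and 4.20 at 60 min (standard error 0.55, adjusted p = 0.000135), and the rise between the times was 2.00 (adjusted p = 0.0494). The rise at 20 min was 1.32 within replicates 1 and 2 and 3.08 within replicates 3 and 4, and at 60 min 3.45 within replicates 1 and 2 and 4.95 within replicates 3 and 4. Without 1 or another array there was no call for rmf at 20 min (6 of the 12 arrays, adjusted p up to 0.106 without control replicate 3) and rmf between the times (9 of the 12 arrays, adjusted p up to 0.149 without OPP 20 min replicate 3).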

The most downregulated gene in this group was the ribosome modulation factor gene (*rmf*), which exhibited a fold change of -6.25 after 20 minutes of OPP treatment and -25.9 after 60 minutes. The ribosome modulation factor (RMF) is a ribosome associated protein that is produced by *E. coli *during slow growth at exponential phase [69] and upon entry into stationary phase [70]. RMF is considered a protective factor of ribosomes against stresses such as heat shock, acidic/basic pH and high osmolarity during stationary phase [71]. Mutant stationary phase *E. coli *strains without functional RMF are more susceptible to osmotic stress [72] and heat stress [73]. The production of RMF by stationary phase cells has been linked to the detection of the dimerized form of 70S ribosomes: 100S ribosomes with no translational activity [71,74,75].

In exponentially growing *E. coli *cells not treated with any chemicals and in those treated with acidifying agents, it was found that *rmf *expression was growth rate dependent and there was an inverse relationship between *rmf *expression and growth rate [69,76]. It has been postulated that the function of RMF in slow growing exponential phase cells is to promote more efficient protein synthesis through the inactivation of excess ribosomes, thereby reducing competition for protein synthesis factors [76]. Our results contrast those of previous studies which have reported that *rmf *is expressed in slow growing cells during exponential phase [69,76]. It was surprising that *rmf *expression was downregulated upon both treatment times, but more significantly after 60 minutes, given the fact that OPP-treated *P. aeruginosa *cells in this study were also slow growing during exponential phase. However, more investigation is required to determine the mechanism by which OPP treatment influences transcriptional control, leading to downregulation of the expression of the *rmf *gene in *P. aeruginosa*.

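In the labelled direction rpoS (PA3622), for the sigma factor of stationary phase and stress, rose at both times. Its signal was 72.7 ± 19.8 (SD, n = 4) on the control arrays, 221 ± 87.1 at 20 min and 243 ± 69.8 at 60 min, 3.04-fold and 3.34-fold the control mean. The log2 fold change was 1.44 (standard error 0.28, adjusted p = 0.00762) and 1.60 (standard error 0.28, adjusted p = 0.000906), and it was 1.34 within replicates 1 and 2 and 1.87 within replicates 3 and 4 at 60 min. The osmotic stress genes osmC (PA0059) (1.09, adjusted p = 0.0221, and 1.10, adjusted p = 0.00666) and osmE (PA4876) (1.02, adjusted p = 0.0321, and 0.96, adjusted p = 0.0142) rose with it, while dksA (PA4723), a regulator of rRNA transcription, fell at 60 min (-1.33, adjusted p = 0.00115). Of 7 genes of stationary phase and stringent response 4 were higher and 1 lower at 20 min (camera, adjusted p = 0.0635), and 4 higher and 2 lower at 60 min (camera, adjusted p = 0.144). Leaving out 1 array ended the call of osmC at 20 min (5 of the 12 arrays, adjusted p up to 0.0775 without control replicate 3), osmE at 20 min (6 of the 12 arrays, adjusted p up to 0.112 without control replicate 3) and osmE at 60 min (without any one of control replicates 3 and 4, adjusted p up to 0.0537).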

The *rpo*S gene which encodes RpoS, an alternative sigma factor of RNA ploymerase was also downregulated after both exposure times. RpoS is known to participate in the stress response of both *E. coli *and *P. aeruginosa *[77,78]. Although RpoS is more widely considered a global regulator in a complex regulatory network that controls the expression of several stationary-phase inducible genes, it has been demonsrated that RpoS also acts as a master regulator of gene expression in exponentially growing *E. coli *cells exposed to osmotic stress [79]. Further, a previous study revealed that cell viability was slightly decreased in *E. coli *cells containing mutations in *rmf *and *rpo*S [80]. The downregulation of the *rmf *and *rpo*S genes may therefore be indicative of the mechanism of action by which OPP causes a growth inhibition in *P. aeruginosa*.

This group also contained four genes that are involved in the *P. aeruginosa *heat shock response: *grp*E, *hsl*U, *hsl*V and *htp*G. In contrast to these results, the HtpG and GrpE proteins have been reported to be upregulated in *P. putida *exposed to phenol and to hydrochloric acid [32,81]. 

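The heat shock genes rose at 20 min and fell again by 60 min, some of them to below the control level. htpG (PA1596), an Hsp90 chaperone, had a signal of 103 ± 62.8 (SD, n = 4) on the control arrays, 386 ± 145 at 20 min and 62.1 ± 22.6 at 60 min, hslU (PA5054) 117 ± 63.5 (SD, n = 4) on the control arrays, 369.7 ± 87.6 at 20 min and 49.3 ± 10.7 at 60 min, and hslV (PA5053), its protease partner, 74.4 ± 42.1 (SD, n = 4) on the control arrays, 187 ± 48.3 at 20 min and 25.7 ± 7.19 at 60 min. At 20 min the log2 fold changes were 1.94 for htpG (standard error 0.39, adjusted p = 0.00961), 1.72 for hslU (standard error 0.34, adjusted p = 0.00881) and 1.36 for hslV (standard error 0.35, adjusted p = 0.0361). The nucleotide exchange factor gene grpE (PA4762) went from 296 to 784 without passing (1.64, standard error 0.46, adjusted p = 0.0503), and passed with the replicate number as a block (adjusted p = 0.00269). At 60 min hslV was lower than control (-1.09, adjusted p = 0.0361), and htpG, hslU and grpE did not pass (-0.49, adjusted p = 0.408; -0.94, adjusted p = 0.0591; -0.86, adjusted p = 0.2). The fall between the times passed for all 4, by 2.43 (htpG), 2.67 (hslU), 2.45 (hslV) and 2.49 (grpE), with adjusted p = 0.00291, 0.000721, 0.00152 and 0.00588. The DnaK chaperone genes dnaK (PA4761) and dnaJ (PA4760) rose at 20 min (1.55, adjusted p = 0.00863; 0.96, adjusted p = 0.0115) and were lower than control at 60 min (-1.03, adjusted p = 0.0252; -0.87, adjusted p = 0.00642). Of 16 heat shock proteins 9 were higher at 20 min (10 adjusted over the list alone), 6 lower at 60 min (7, and 9 without control replicate 2) and 11 fell between the times (13). The protease genes clpX (PA1802) and lon (PA1803) fell at 60 min (-0.85, adjusted p = 0.00980; -0.72, adjusted p = 0.0272). The list was higher at 20 min (camera, adjusted p = 1.98e-07, and adjusted p = 0.279 with an estimated correlation) and lower at 60 min (camera, adjusted p = 0.0231, and adjusted p = 0.529 with an estimated correlation). After quantile normalization the 60 min list test gave adjusted p = 0.547 and after median scaling 0.0533, with the direction kept. The list holds the genes that the study names, which is no independent evidence for those. Medians for heat shock proteins at 20 min were 1.23 within replicates 1 and 2 and 0.96 within replicates 3 and 4. Without 1 array the call ended for hslV at 20 min (6 of the 12 arrays, adjusted p up to 0.0940 without OPP 20 min replicate 3), hslV at 60 min (7 of the 12 arrays, adjusted p up to 0.124 without control replicate 4), dnaK at 60 min (5 of the 12 arrays, adjusted p up to 0.0875 without control replicate 4) and lon at 60 min (4 of the 12 arrays, adjusted p up to 0.0963 without control replicate 3).

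**Figure D6:**
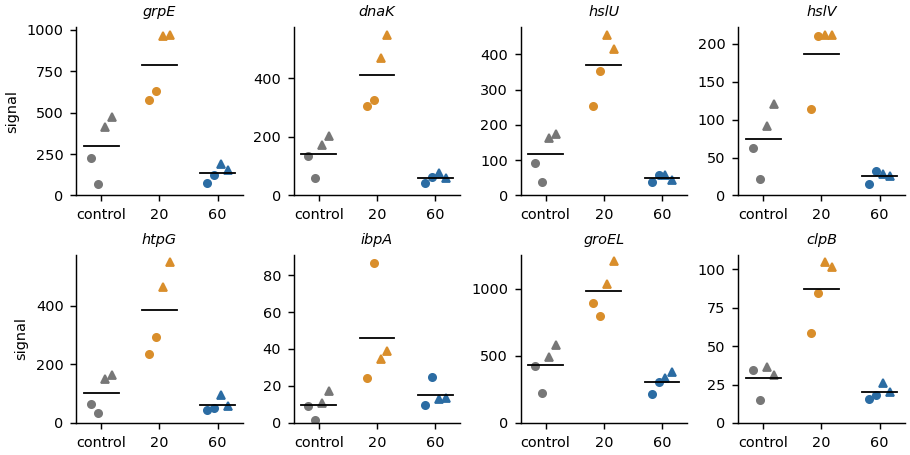
Signal intensity on each array (linear axis from 0) of grpE, dnaK, hslU, hslV, htpG, ibpA, groEL and clpB by group; circles are replicates 1 and 2, triangles replicates 3 and 4, black lines means. The mean of dnaK is 142 on the control, 412 on the OPP 20 min and 59.6 on the OPP 60 min arrays.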

The *hsl*VU operon encodes two heat shock proteins, HslV and HslU that function together as an ATP-dependent protease [82]. The *hsl*UV operon was upregulated in *E. coli *after exposure to acid stress for 10 minutes [81]. This result suggests that transcriptional regulation of the expression of these heat shock proteins during stress may vary depending on the nature of the environmental stress.

### Validation of microarray data using real-time PCR

In order to validate the relative transcript levels obtained by the microarray analysis, we employed quantitative real-time PCR on six genes. These genes were selected because they displayed a wide range of mRNA level changes (-25- to 6-fold). 

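The genes chosen for PCR moved in both directions on the arrays: secY (PA4243) fell, while lasB (PA3724), rmf (PA3049), rpoS (PA3622) and the cyanide gene hcnA (PA2193) rose in the labelled direction. Of these, the elastase gene lasB went from 26.4 ± 20.3 (SD, n = 4) to 78.6 ± 52.9 (SD, n = 4) and 264 ± 76.2 (SD, n = 4), with a log2 fold change of 3.01 at 60 min (standard error 0.36, adjusted p = 7.01e-05). At 20 min lasB did not pass (1.26, adjusted p = 0.0585). For all 10 of the PCR values in Table 2 the sign is opposite to that of the labelled arrays, as it is for the array values beside them. PA3001, the reference gene of the PCR, had a signal of 178 ± 82.5 (SD, n = 4) on the control arrays, 144 ± 64.3 at 20 min and 79.0 ± 30.8 at 60 min. Its log2 fold change was -0.28 at 20 min (adjusted p = 0.715) and -1.03 at 60 min (standard error 0.36, adjusted p = 0.0503), or 2.60e-05 with a block for replicates 1 and 2 against 3 and 4, so a fall of the reference at 60 min is not excluded. With the replicate number as a block the call was gained for lasB at 20 min (adjusted p = 0.00762).

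**Figure D7:**
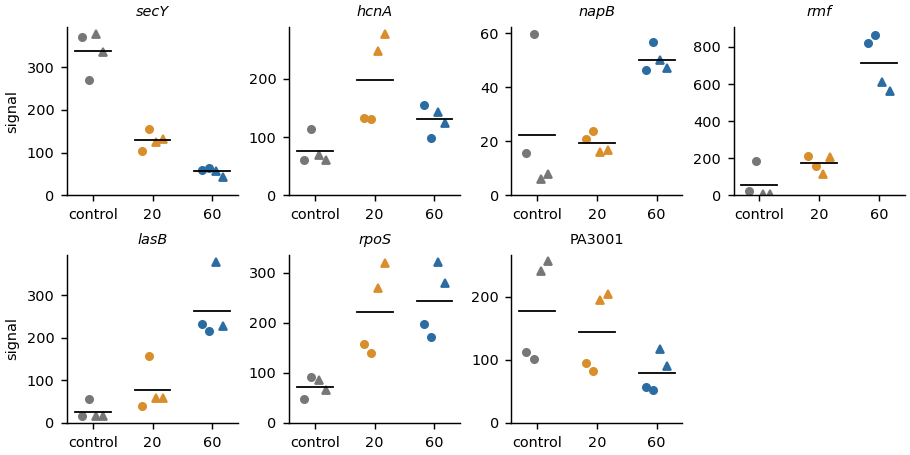
Signal intensity on each array (linear axis from 0) of secY, hcnA, napB, rmf, lasB, rpoS and PA3001 by group; circles are replicates 1 and 2, triangles replicates 3 and 4, black lines means. The mean of PA3001 is 178, 144 and 79.0 on the control, OPP 20 min and OPP 60 min arrays, and that of lasB 26.4, 78.6 and 264.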

Table 2 indicates that our microarray results were in agreement with quantitative real-time PCR analyses of the selected genes.

**Table 2:** Transcript level comparison of *P. aeruginosa *genes between real-time PCR and microarray analyses

Gene	^a^mRNA level change with microarray		^b^mRNA level change with real-time PCR		Forward primer sequence (5'-3')	Reverse primer sequence (5'-3')
			
	Fold change		Fold change			
			
	20 min	60 min	20 min	60 min		
PA4243	2.914	6.799	3.605 (± 1.55)	7.378 (± 0.7)	ATGGCTAAGCAAGGTGCTCTCTCT	ACGATGATCGCCAGGAACAGGAAA
PA2193	-2.268		-1.967 (± 1.06)		TGAACGTCAACACGATATCCAGCC	ATTGAGCACGTTGAGCACGGTCT
PA1173		-3.077		-3.03 (± 5.64)	ATCGACAAGGACAGCAACAAGTGC	GTCCATGTAGTGGGTGATGCTGAT
PA3049	-6.25	-25.907	-10.196 (± 0.14)	-48.503 (± 0.35)	TCGTGATCTTTGTCCGTTCACCCA	CGTGCTGGAGTTGATTGAGACGTT
PA3724	-2.762	-10.256	-5.856 (± 0.21)	-14.928 (± 1.27)	TCATCACCGTCGACATGAACAGCA	AGTCCCGGTACAGTTTGAACACCA
PA3622	-2.653	-2.967	-1.954 (± 1.95)	-5.924 (± 1.60)	TGACCACGATGATGAAGTGCTCCT	TTGGAAGAGAAGGAAGTGGTGGCT
^c^PA3001	1.00	1.00	1.00	1.00	GCACCATCACCATCGACGAAGAAA	TCTTGATGCCGTACTGGGTGTAGT

The real time PCR results are the mean of three biological replicates with three technical replicates for each gene. The microarray results are the mean of four replicates of each gene.

^a^The microarray results are the mean of four replicates of each gene.

^b^The real time PCR results are the mean of three biological replicates with three technical replicates for each gene.

^c^Internal control: glyceraldehyde-3-phosphate dehydrogenase

## Conclusion

The present study represents the first genome-wide response of *P. aeruginosa *exposed to 0.82 mM OPP. The results from this study indicate that after 20 minutes of OPP exposure, genes involved in anaerobic metabolism and swarming motility were upregulated. We suggest that *P. aeruginosa *undergoes a switch to denitrification as indicated by downregulation of cyanide production which is indicative of anaerobic respiration. OPP treatment also caused the downregulation of the genes encoding the ribosome modulation factor (*rmf*) and an alternative sigma factor (*rpo*S) of RNA polymerase which have been linked to decreases in cell viability when mutated. The repression of these genes may be contributory to the growth inhibition observed after *P. aeruginosa *was exposed to OPP and may reflect the mechanism of action by which OPP reduces the viability of *P. aeruginosa *cells, leading to the observed growth inhibition. We suspect that the continuous marked upregulation of translation after both 20 and 60 minutes and of amino acid biosynthesis following 60 minutes exposure to OPP are consequential responses to combat this growth repression. Our results suggest that these responses may involve the upregulation of genes involved in the synthesis of membrane transport and virulence proteins and also proteins involved in the maintainanceof the integrity of the cell membrane. In addition, after 60 minutes of OPP treatment, the adaptive response to OPP treatment may involve cell wall modification evidenced by the upregulation of lipopolysaccharide biosynthesis genes. It is worth noting that in contrast to the results of this study, we have observed that in *S. aureus*, OPP treatment led to downregulation of amino acid anabolism in general and specifically lysine and diaminopimelic acid (DAP) biosynthesis genes (unpublished data). It is therefore apparent that OPP exerts differential effects on amino acid metabolism in *P. aeruginosa *and *S. aureus*.

This gene expression profile can now be employed to more profoundly understand the mechanisms by which OPP exerts a killing effect on *P. aeruginosa *and how this organism develops resistance to phenolic disinfectants in general and to OPP in particular. The information from this study provides useful information that will benefit further research on the toxicogenomic impact of phenolic biocides on *P. aeruginosa*. Further, considering that multicellular behavior in bacteria such as swarming motility is an adaptation to environmental stress, it will be interesting to investigate the comparative response of sessile cells versus cells exhibiting swarming motility to OPP treatment.

## Methods

### Bacterial growth and treatment with OPP

*Pseudomonas aeruginosa *PAO1 was grown at 37°C for 17 hours on Luria-Bertani (LB) agar. An isolated colony was inoculated into 100 ml of sterilized LB broth (10 g of tryptone, 5 g of yeast extract and 10 g of sodium chloride per liter) and incubated overnight for 17 hours at 37°C with shaking at 250 rpm. A 1:100 dilution of the culture was performed using pre-warmed LB broth. The diluted culture was incubated at 37°C with shaking at 250 rpm until a final optical density (OD_600_) of 0.8 (early logarithmic phase) was attained. A further 1:10 dilution was performed using LB broth and incubated at 37°C with shaking at 250 rpm. When the OD_600 _of the 1:100 dilution reached 0.8, the culture was incubated at 37°C with shaking at 250 rpm with various concentrations of OPP (Sigma-Aldrich, Inc., St Louis, MO) and the OD_600 _of the growth culture was determined at intervals of ten minutes for a total time of 60 minutes. A concentration of 0.82 mM OPP, with treatment times of 20 and 60 minutes were targeted for this study.

### RNA isolation

Total RNA was extracted after 20 and 60 minutes incubation with 0.82 mM OPP and without OPP (control). The RNA extraction procedure was carried out using the RNeasy mini kit (Qiagen, Inc., Valencia, CA) according to the manufacturer's instructions. Briefly, 1 ml of bacterial culture was added to 2 ml of RNAprotect bacteria reagent (Qiagen, Inc., Valencia, CA). Centrifugation (5000 g for 10 minutes) of the mixture was performed to precipitate the cells. The harvested cells were incubated in TE buffer with 1 mg/ml lysozyme (Fisher Scientific, Pittsburgh, PA). Total RNA was eluted in 50 ml of RNase free water (Ambion Inc., Austin Texas) using kit supplied columns containing silica gel membranes. The quantity of eluted RNA was determined using the NanoDrop spectrophotometer (NanoDrop Technologies, Inc., Wilmington, DE). RNA quality was examined using the RNA 6000 Nano Labchip with an Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA).

### cDNA synthesis and labeling

cDNA was synthesized from 12 μg of total RNA using random primers (Invitrogen, Carlsbad, CA)and SuperScript II reverse transcriptase (Invitrogen, Carlsbad, CA) following the Affymetrix *P. aeruginosa *GeneChip arrays protocol (Affymetrix, Inc., Santa Clara, CA). Spike controls containing RNA transcripts from several *Bacillus subtilis *genes were included in the RNA mixtures as internal controls to monitor the efficiency of labeling, hybridization and staining. The reaction mixture was incubated at 25° for 10 minutes, 37°C for 60 minutes and 42°C for 60 minutes followed by inactivation of the enzyme at 70°C for 10 minutes. Purification of cDNA was carried out using the QIAquick PCR purification kit (Qiagen, Inc., Valencia, CA). The cDNA was fragmented at 37°C for 10 minutes in a reaction mixture consisting of purified cDNA and DNase I (Roche Applied Science, Indianapolis) in One-Phor-All buffer (Invitrogen, Carlsbad, CA) in the order of 0.06 U DNase/μl of cDNA. The quality of fragmented cDNA was examined using the RNA 6000 Nano Labchip with an Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA). Labeling of the 3' termini of fragmented cDNA was performed using the Enzo BioArray terminal labeling kit with Biotin-ddUTP (Enzo Life Sciences, Inc., Farmingdale, NY).

### Hybridization, processing and scanning

Array hybridization and processing were carried out according to instructions provided in the affymetrix expression analysis technical manual: chapters 5 and 6 [83]. The hybridization solution consisted of the fragmented/labeled cDNA, B2 control oligonucleotide, MES hybridization buffer, bovine serum albumin and dimethyl sulfoxide (DMSO) in a final volume of 200 μl. The mixture was hybridized onto *P. aeruginosa *GeneChip arrays (Affymetrix, Inc., Santa Clara, CA) at 50°C for 16 hours with tumbling. The arrays were washed and stained using the Affymetrix GeneChip hybridization, wash and stain kit containing the stain cocktails 1 and 2 and the array holding buffer. The array staining and washing process was performed using the GeneChip Fluidics station 450 (Affymetrix). Processed arrays were scanned with the Affymetrix GeneChip Scanner 3000.

### Data analysis

Data analysis was carried out using the Affymetrix GeneChip Operating Software (GCOS), version 1.0 and GeneSpring Version 7.3 (Agilent Technologies). The following parameters were employed for expression analysis using GCOS: α_1 _= 0.04, α_2 _= 0.06, τ = 0.015 and target signal was scaled to 150. Genes that were assigned "absent calls" from 50% or more of the replicates in GeneSpring were not included in the analysis. Gene expression changes with statistical significance were identified by 1-way ANOVA (*p *cutoff value = 0.05). Fold changes were calculated as the ratios between the signal averages of four untreated (control) and four OPP-treated (experimental) cultures. Genes with a two-fold or more induction or repression were used in this analysis.

### Real-Time PCR analysis

Transcript level changes obtained from microarray analysis (six genes) were evaluated using quantitative real-time PCR. The genes and primer sequences employed for the real-time PCR analysis are listed in table 2. The housekeeping gene, glyceraldehyde-3-phosphate dehydrogenase (PA3001) was used as an endogenous control. Real-time PCR was performed using the iCycler iQ Real-Time PCR Detection System with iScript cDNA Synthesis Kit and IQ SYBR Green Supermix (BioRad Laboratories, Inc., Hercules, CA). For each gene, three biological replicates and three technical replicates were employed. Reaction mixtures were incubated for 3 minutes at 95.0°C, followed by 40 cycles of 10 seconds at 95.0°C, 30 seconds at 55.0°C, and 20 seconds at 72.0°C. PCR efficiencies were also derived from standard curve slopes in the iCycler software v. 3.1 (BioRad Laboratories, Inc., Hercules, CA). To evaluate PCR specificity, melt curve analysis was performed and this resulted in single primer-specific melting temperatures. In this report, relative quantification based on the relative expression of a target gene versus the glyceraldehyde-3-phosphate dehydrogenase gene was utilized to determine the transcript level changes.

## Authors' contributions

CWN performed microarray experiments, and data analysis, and drafted the manuscript. HJ performed microarray experiments, and data analysis, and reviewed the manuscript. FT initiated and supervised the study and reviewed the manuscript. WEB reviewed the manuscript.

## Supplementary Material

Additional File 1 **The raw data representing the entire genome (5900 genes) under control conditions (0 minutes) and experimental (after 20 and 60 minutes exposure to 0.82 mM OPP)**. This data has also been deposited in NCBI's Gene Expression Omnibus  and can be accessed through the GEO series accession number: GSE10604 Click here for file

Additional File 2 **List of 509 functionally classified *P. aeruginosa *genes that were significantly up and downregulated after 20 and 60 minutes of OPP exposure**. The genes were categorized into six groups based on their transcription patterns. Click here for file

# Supplementary material for: Toxicogenomic response of Pseudomonas aeruginosa to ortho-phenylphenol
**Source:** BMC Genomics. 2008 Oct 10;9:473. doi: 10.1186/1471-2164-9-473
**Supplement:** Additional File 2 — List of 509 functionally classified P. aeruginosa genes that were significantly up and downregulated after 20 and 60 minutes of OPP exposure. The genes were categorized into six groups based on their transcription patterns.

**Additional file 2. List of 509 functionally classified *P. aeruginosa* genes that were**

**significantly up and downregulated after 20 and 60 minutes of OPP exposure.**

How the deposited data were processed for this re-analysis (not part of the article)

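Cultures of P. aeruginosa PAO1 were grown at 37 degrees C to an optical density of 0.8 at 600 nm and OPP was added at 0.82 mM, with RNA taken after 20 or 60 min. The authors labelled 12 micrograms of total RNA per array and hybridized it to the Affymetrix P. aeruginosa GeneChip. The authors scanned the arrays and computed the deposited signal intensities, 1 per probe set on a linear scale, with the Affymetrix GCOS software. The methods state GCOS 1.0 with a target signal of 150, and the header of Additional file 1 states GCOS 1.2 with a target of 500. The medians and trimmed means of the arrays differ among themselves and match neither target. In the study, detection calls were made with alpha 1 of 0.04, alpha 2 of 0.06 and tau of 0.015, genes called absent in 50% or more of the replicates were left out, and a one-way ANOVA at 0.05 was run in GeneSpring 7.3.

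The values used here are the deposited signals of the probe sets on 12 arrays, 4 labelled control, 4 OPP 20 min and 4 OPP 60 min. The condition of each array was taken from its title, since another field marks every extract as untreated at 0 min. The arrays carry the experiment numbers 1, 2, 3 and 5, and the header of Additional file 1 speaks of 5 experiments while the text gives 4. The methods name 1 kit for RNA extraction and the sample records another, and the growth record names another species, so these fields were not used. In the 1875 rows of Additional file 1 that could be read, all 12 signals equal those of the deposited table, and 63.6% of the values are called present, 4.29% marginal and 32.1% absent. Detection calls were not used for filtering, since the copy that could be read was cut and held them for part of the genes.

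Of the 5545 probe sets for open reading frames of PAO1, the 4481 with a mean signal of at least 10 over the 12 arrays were tested, and the other 1064 were left out because they lie near the background. A pseudocount of 10 was added to each signal before log2. The 3 groups were compared in a single linear model with limma 3.58.1 in R 4.3.3, without a block, giving 9 residual degrees of freedom and 5.26 prior degrees of freedom from the empirical Bayes step. The contrasts were OPP 20 min against control, OPP 60 min against control and OPP 60 against 20 min, each adjusted by the Benjamini-Hochberg method, with a threshold of 0.05 on the adjusted p. A gene counted as changed at least 2-fold when it passed this threshold and the ratio of mean signals was at least 2 or at most 0.5. Single arrays gave 1 value per gene, so the number of arrays, 4 per group, sets the precision, and the text gives SDs over those 4 arrays or standard errors from limma. Tables were put together with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

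Lists of genes of 43 pathways, complexes and responses were written from the names and products of the genes before the data were examined. Several of them follow the genes that the text of the study names, and the passages say which. The rhamnolipid list was matched by symbol and so also holds PA3861, named rhlB on the array, and its list test is not used. The 41 lists with at least 3 tested genes were compared with all other tested genes by camera, with a preset correlation of 0.01 between genes and again with a correlation estimated from the data, and tested against no change by fry. Counts of changed genes in a list are given over all genes and, beside them, adjusted over the list alone. The procedure was tested on simulated data of the comparison of OPP 20 min with control, with 50 genes at each of 4 sizes of change. Of genes changed 1.5-fold 24% were recovered, of those changed 2-fold 66% and of those changed 3-fold or 4-fold 92%. Of 4281 unchanged genes 4 were called. The simulated folds are of the signal plus the pseudocount, in genes above the lowest signals. The same ratio of signals alone is a smaller change on that scale and would be recovered less often.

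The genes named were fixed by a rule before the data were examined. It took every gene in Table 1, Table 2 or the text of the results, whose values in the study's tables count as seen. It also took, at each time against control, the 10 largest rises and the 10 largest falls among genes past the threshold and moved the same way in all 4 same-numbered replicates, and 5 of each between the times. For each list described, up to 4 members with the smallest adjusted p were named, and for intergenic and tRNA probe sets up to 5 each way. Genes named outside the rule are marked as chosen after their values were seen.

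Whether same-numbered replicates belong together was checked by correlating, gene by gene, the deviations of each array from its group mean. Same-numbered arrays of control and OPP 20 min, and of OPP 20 and 60 min, correlated above 0.1 in every pair, and those of control and OPP 60 min in 3 of the 4 pairs. Arrays of the same batch with another number passed this threshold too, so it does not show pairing beyond the batches. The alternatives tried, 1 at a time, were pseudocounts of 1 and 32, no minimum signal and a minimum of 30, quantile normalization, scaling of each array to the same median, blocks for the replicate number or for replicates 1 and 2 against 3 and 4, each of these 2 batches alone, only the arrays of the 2 groups compared, an intensity trend in the prior variance, each array left out in turn, the study's ANOVA with and without adjustment, the exact Mann-Whitney test, and fold changes from the limma fit. The 8 arrays of each comparison were also split in every other way into groups of 4. Probe sets for intergenic regions, tRNAs and other strains were tested apart from the open reading frames, and the spike and negative controls were only summarized.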

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

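The comparisons of 60 with 20 min and of both times with control were planned, and the tests of explanations for control replicate 2 and for the heat shock genes were chosen after the results were seen. The first 2 results below concern arrays apart from others of their group, the next 2 a difference between the responses at 20 and at 60 min, and the last ones genes or probe sets that the study does not report on.

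Control replicate 2 had a mean correlation of 0.823 with the other arrays of its group, against 0.901 to 0.904 for the other 3, and its gap to the nearest divided by the range was 0.970, above the critical value for 4 arrays. In Tables 1 and 2, 19 of 336 combinations of a gene and a group had an array that far apart, spread over 10 of the arrays with 4 each for control replicate 2 and OPP 60 min replicate 2. Chance alone marks about 1 in 20 groups, so the 19 stand for little. The array stands apart in a coherent way: rmf (PA3049) read 183 on it against 9 to 21 on the other control arrays, and napB (PA1173) 59.5 against 6 to 16.

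For control replicate 2, random noise of that array is argued against by a correlation of 0.510 between its difference from replicate 1 and the response at 60 min of replicates 3 and 4, where differences within other groups gave -0.175 to 0.158. A labelling round shared with replicate 1, inferred from the spikes and named by no label, is argued against as well. Replicate 1 had a mean correlation of 0.903 with the other control arrays. The slope of that difference on the response was 0.322, so a candidate explanation is a culture or sample part of the way to the state of the OPP 60 min arrays. Whether that came from the culture or from mixing of samples was not tested. Without the array the changed genes numbered 479 at 20 min and 1235 at 60 min.

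The change differed between 60 and 20 min for 235 genes in the direct test with limma, 112 higher and 123 lower at 60 min. Among them were 11 of 16 heat shock genes, all lower at 60 than at 20 min. In the labelled direction dnaK (PA4761), dnaJ (PA4760) and hslV (PA5053) were higher than control at 20 min and lower at 60 min.

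For the heat shock genes, a difference between replicates 1 and 2 and replicates 3 and 4 is argued against by the median fall from 20 to 60 min, which was -1.32 within each. Control replicate 2 as the cause of the early rise is argued against too, since the median at 20 min was 0.88 without it. An effect of time in culture and not of OPP stays open, because 0 arrays are labelled as untreated at 20 or 60 min, and the 2 cannot be told apart. An early heat shock response to OPP that has ended by 60 min is therefore a hypothesis.

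At 60 min 612 of the 1058 changed genes, and at 20 min 88 of 259, are not among the study's 509. Phenazine synthesis stood out, with 9 of 10 genes higher at 60 min. Of the probe sets for intergenic regions, tRNAs and other strains, 22 changed at 60 min, 11 of them tRNAs that were lower.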

How the results depend on the processing

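The alternatives in this part were set before the data were examined, and the splits of the arrays were chosen after the results were seen. Counts are of genes past an adjusted p of 0.05 unless said otherwise. Where a setting tests fewer genes this is said, and the cause of a change in number was not tested.

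At 20 min 259 genes changed. The count was 514 with a replicate block, 579 with a block for replicates 1 and 2 against 3 and 4, and 511 by the exact Mann-Whitney test without adjustment. The study's ANOVA, over the 3 groups at once and so not a count for 1 time, gave 1337 without and 618 with adjustment. The count was 145 from the arrays of the 2 groups only, 5 within replicates 1 and 2 alone and 1278 within replicates 3 and 4 alone. Leaving out 1 array gave 138 to 479, with 479 without control replicate 2, 142 and 138 without control replicates 3 and 4, and 148 without OPP 20 min replicate 3. With the 2-fold threshold 169 genes changed, 5 and 552 within the 2 batches, 269 with the ANOVA over the 3 groups without adjustment, 106 with fold changes from the limma fit, and 113 to 334 without 1 array (334 without control replicate 2). Scaling each array to the same median gave 105 higher and 242 lower instead of 108 and 151, and quantile normalization 141 and 183. Within replicates 3 and 4 there were 835 higher and 443 lower, 144 and 104 without OPP 20 min replicate 2 and 57 and 149 without control replicate 1. The median change of all tested genes was 0.0691.

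At 60 min 1058 genes changed. The count was 651 with a minimum signal of 30, which tests fewer genes, 218 and 1981 within the 2 batches, and 687 to 1235 without 1 array (687 and 703 without control replicates 3 and 4). With the replicate block it was 1409. Of the 4 pairs of same-numbered control and OPP 60 min arrays, 3 correlated at 0.290 to 0.414 and replicate 2 at 0.0471, and only replicate 3 did so best with its own number, so the numbers were not taken to pair these arrays. With the block at 60 min 3 hydrogen cyanide synthase genes were higher instead of 1 and 8 denitrification genes instead of 5, and 5 Tol-OprL genes were lower instead of 3, 10 TCA cycle genes instead of 2, 10 flagella genes instead of 3, 11 lipid A and LPS core genes instead of 7 and 2 SOS genes instead of 0. Among genes that the text reports as not past at 60 min, this block and the batch block both call hcnA, hcnC, tolQ, tolR, fliA, rfaD, rhlR, katA, grpE, hslU, PA1159 and PA3001, and the batch block also lasR and nosZ. With the 2-fold threshold 686 genes changed, 449 with a minimum signal of 30, 217 and 1099 within the 2 batches, 420 with the ANOVA over the 3 groups with adjustment, 404 with fold changes from the limma fit, and 518 to 889 without 1 array.

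Between 20 and 60 min 235 genes changed. The count was 411 after quantile normalization, 541 with a replicate block, 595 with a batch block, 0 and 1559 within the 2 batches, and 118 to 374 without 1 array. It was 374 without control replicate 2, 118 and 129 without OPP 20 min replicates 3 and 4, 141, 149 and 137 without OPP 60 min replicates 1, 3 and 4, and it stayed within 1.5 times 235 without any of the other 6. The 6 groups together held 726 genes, 479 with a minimum signal of 30, 220 and 1244 within the 2 batches, and 555 to 944 without 1 array. The genes that changed direction numbered 5 with either block instead of 3.

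By camera 21 lists passed at 20 min, 22 at 60 min and 21 between the times. With a correlation estimated from the data 0, 0 and 0 passed, with 7, 7 and 8 at an unadjusted p under 0.05, and with fry 10, 26 and 10. A minimum signal of 30 gave 12 between the times. Without 1 array 19 to 25, 20 to 26 and 17 to 21 passed. With the replicate block no list lost its call, and aromatic ring catabolism at 60 min and multidrug efflux between the times gained one. At 20 min and between the times the replicate block ended no call that the passages give, and the calls it gained for genes reported there as not past are given with them. After quantile normalization the median of the TCA cycle at 60 min was 0.02 instead of -0.50, that of NADH dehydrogenase I 0.27 instead of -0.02 and that of arginine fermentation 0.24 instead of -0.44.

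Of 338 named genes, 94 had a call at 20 min, 231 at 60 min and 91 between the times. No call reversed in direction in any alternative. Leaving out 1 array ended 36, 54 and 44 of the calls, replicates 1 and 2 alone 89, 131 and 91, replicates 3 and 4 alone 3, 2 and 0, and the batch block 0, 0 and 0. Within replicates 3 and 4 alone, 3 results without a call took the other direction and passed at 20 min. The denitrification list had a median of 0.56, pilA (PA4525) was at 0.69 and arcA (PA5171) at 0.86. The cause was not tested.

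Chance was examined by splitting the 8 arrays of each comparison into groups of 4 in all 35 ways. At 20 min the real split gave 145 genes and 2 splits gave as many, so chance is not excluded. The other is replicates 1 and 2 against 3 and 4, with 384, and it follows the batches, so the arrays have a structure beyond their groups. With the batch block the count was 579. At 60 min only 1 split, the real one, gave as many (1034, highest other 52, again the batch split). Between the times only 1 did as well (313, highest other 278, the batch split). The real split was thus the largest in both, which by chance would happen in 1 of 35 cases. With 35 splits chance cannot be excluded, and between the times the batch split came close to the real one. Among the 8 splits that part all 4 pairs of same-numbered replicates, the real one was the largest in the comparisons past the pairing threshold, with 10 at 20 min and 0 between the times as the next.

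The signal over background sets a limit: 1064 genes with a mean signal under 10 were not tested. In the simulated comparison of OPP 20 min with control, 24% of 1.5-fold changes were recovered against 66% of 2-fold ones. Changes under 2-fold would mostly be missed under those conditions. The simulation left 4281 of 4481 genes unchanged. At 60 min 1058 genes passed, 404 of them at least 2-fold in the limma fit, so these shares do not carry over to 60 min. These simulated folds are of the signal plus the pseudocount, in genes above the lowest signals. The same ratio of signals alone is a smaller change on that scale, so the shares overstate its recovery.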

Differences from the paper's values

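No test was run for this part. All alternatives named here were set before the data were examined, except 2 that are marked. Fold changes of the paper are compared with the ratio of mean signals taken as control over OPP, since 675 of the 678 folds of its 509 genes have the opposite sign to OPP over control as labelled. Of 156 folds of Tables 1 and 2, 150 have the same sign on that scale and 24 differ by more than the replicate SD, the SD of the 4 log2 ratios of same-numbered arrays. Both sets of folds come from the same arrays, so this SD is a yardstick and not the error of the gap. Genes with a wide spread can hold larger gaps without being listed. For rmf (PA3049) the paper has -6.25 and -25.907 at the 2 times, and the labelled ratios here are 3.09 and 12.8. A value labelled below is OPP over control, with a minus sign where it is lower. Arrays named as left out were left out 1 at a time.

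The paper's fold for pilG (PA0408) at 60 min is 4.026, and here it is 3.58 (-3.58 labelled). The gap closes with leaving out OPP 60 min replicate 3, and with no other of the 25 alternatives. At 60 min the paper's folds for pilG, pilO, rpsG, argH, hisE, glyA3, tolA, murA, lpxA and pyrE exceed those here by a similar proportion. Whether these gaps share a single difference of scale was not tested. The arrays named for each of these genes therefore do not show that single arrays made its gap. The paper's fold for pilI (PA0410) at 60 min is 2.267, and here it is 2.91 (-2.91 labelled). Within the SD it comes with quantile normalization, replicates 1 and 2 only, folds from the limma fit and leaving out control replicates 3 and 4 or OPP 60 min replicates 1 and 4, and with no other of the 25 alternatives. The paper's fold for pilO (PA5042) at 60 min is 2.056, and here it is 1.83 (-1.83 labelled). There is no difference with median scaling, and with no other of the 25 alternatives. The paper's fold for PA3818 at 60 min is 5.447, and here it is 2.23 (-2.23 labelled), a gap that stays in all 24 alternatives. The paper's fold for rhlA (PA3479) at 20 min is 2.376, and here it is -1.35 (1.35 labelled). The 2 values meet with replicates 1 and 2 only, and with no other of the 25 alternatives. The paper's fold for PA0177 at 20 min is 2.683, and here it is -1.07 (1.07 labelled). The gap closes with replicates 1 and 2 only, and with no other of the 24 alternatives. The paper's fold for rpsG (PA4267) at 60 min is 3.104, and here it is 2.75 (-2.75 labelled). Within the SD it comes with median scaling and leaving out control replicate 2 or OPP 60 min replicates 3 and 4, and with no other of the 25 alternatives. The paper's fold for argH (PA5263) at 60 min is 2.29, and here it is 2.03 (-2.03 labelled). There is no difference with median scaling, replicates 1 and 2 only and leaving out control replicates 1 and 4 or OPP 60 min replicate 3, and with no other of the 25 alternatives. The paper's fold for hisE (PA5067) at 60 min is 2.212, and here it is 1.96 (-1.96 labelled), a gap that stays in all 25 alternatives.

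The paper's fold for glyA3 (PA4602) at 60 min is 3.347, and here it is 2.96 (-2.96 labelled). The 2 values meet with median scaling, replicates 3 and 4 only and leaving out control replicate 1 or OPP 60 min replicates 2 and 3, and with no other of the 25 alternatives. The paper's fold for tolA (PA0971) at 60 min is 2.249, and here it is 2.00 (-2.0 labelled). The gap closes with median scaling and replicates 1 and 2 only, and with no other of the 25 alternatives. The paper's fold for tatC (PA5070) at 60 min is 2.312, and here it is 1.76 (-1.76 labelled), a gap that stays in all 24 alternatives. The paper's fold for cysA (PA0280) at 60 min is 2.018, and here it is 1.38 (-1.38 labelled), a gap that stays in the 1 alternative that tests the gene. The paper's fold for PA5217 at 60 min is 2.141, and here it is 1.62 (-1.62 labelled). A value within the SD comes with median scaling, replicates 3 and 4 only and leaving out control replicates 1 and 2 or OPP 60 min replicates 1 and 2, and with no other of the 24 alternatives. The paper's fold for murA (PA4450) at 60 min is 2.855, and here it is 2.54 (-2.54 labelled). The 2 values meet with median scaling and leaving out control replicate 1, and with no other of the 25 alternatives. The paper's fold for lpxA (PA3644) at 60 min is 2.83, and here it is 2.52 (-2.52 labelled). The gap closes with median scaling, replicates 3 and 4 only and leaving out control replicate 1 or OPP 60 min replicates 2 and 3, and with no other of the 25 alternatives. The paper's fold for pyrE (PA5331) at 60 min is 2.156, and here it is 1.90 (-1.90 labelled). Within the SD it comes with median scaling, replicates 1 and 2 only and leaving out control replicates 1 and 4 or OPP 60 min replicates 3 and 4, and with no other of the 25 alternatives. The paper's fold for lpdV (PA2250) at 60 min is -3.497, and here it is -9.14 (9.14 labelled). There is no difference with replicates 1 and 2 only, folds from the limma fit and leaving out control replicate 1, and with no other of the 25 alternatives.

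The paper's fold for grpE (PA4762) at 60 min is -0.479, and here it is 2.20 (-2.20 labelled), a gap between signed folds that stays in all 25 alternatives and closes when the value is read as an unsigned ratio. The paper's fold for hslU (PA5054) at 60 min is -0.428, and here it is 2.38 (-2.38 labelled), a gap between signed folds that stays in all 25 alternatives and closes when the value is read as an unsigned ratio. The paper's fold for hslV (PA5053) at 60 min is -0.352, and here it is 2.89 (-2.89 labelled), a gap between signed folds that stays in all 25 alternatives and closes when the value is read as an unsigned ratio. The paper's fold for htpG (PA1596) at 60 min is -0.434, and here it is 1.66 (-1.66 labelled), a gap between signed folds that stays in all 25 alternatives and closes when the value is read as an unsigned ratio. The paper's fold for PA3001 at 20 min is 1.00, and here it is 1.24 (-1.24 labelled), a gap that stays in all 25 alternatives. The paper's fold for PA3001 at 60 min is 1.00, and here it is 2.25 (-2.25 labelled), a gap that stays in all 25 alternatives. The paper's values for grpE, hslU, hslV and htpG at 60 min, with dnaK (-0.404), trmD (0.0975) and PA2939 (0.294), lie between -1 and 1, which a signed fold change cannot hold. Ratios of OPP over control were 0.454, 0.42, 0.346, 0.603 and 0.42 for the 5 heat shock genes in that order, 0.191 for trmD and 9.69 for PA2939. Read without its sign as such a ratio, a reading chosen after the values were seen, the printed value agrees within the replicate SD for the 5 heat shock genes and not for trmD and PA2939. The 1.00 of PA3001 is set, since the gene is the reference of the PCR, and is no measured fold. Its signals at 20 min (mean 144, SD 64.3) and on the control arrays (mean 178, SD 82.5) overlap. Table 1 prints the fold of PA3818 beside the identifier PA4263, which is rplC, whose labelled folds here are -2.52 at 20 min and -4.87 at 60 min, against 2.746 and 5.447 in that row. At 60 min the printed fold lies near that of rplC, and its gap to PA3818 stays in every alternative that tests the gene. That argues against PA3818 as the source of the 60 min fold. The 20 min folds of the 2 genes are alike and do not part them.

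The paper's group I has 150 genes, and here it has 81. Of 24 alternatives 5 give a number within 1.5 times the paper's: median scaling, the replicate block, the batch block, replicates 3 and 4 only and leaving out control replicate 2. The others do not. The paper's group II has 13 genes, and here it has 7. Of 24 alternatives 8 give a number within 1.5 times the paper's: quantile normalization, median scaling, the replicate block, the batch block, replicates 3 and 4 only and leaving out control replicate 2 or OPP 60 min replicates 2 and 4. The others do not. The paper's group III has 23 genes, and here it has 36. Of 24 alternatives 9 give a number within 1.5 times the paper's: a pseudocount of 1, a minimum signal of 30, median scaling, the arrays of the 2 groups only and leaving out control replicates 1 and 3, OPP 20 min replicates 3 and 4 or OPP 60 min replicate 1. The others do not. The paper's group V has 70 genes, and here it has 284. Of 24 alternatives 1 gives a number within 1.5 times the paper's: replicates 1 and 2 only. The others do not. The paper's group VI has 26 genes, and here it has 42. Of 24 alternatives 14 give a number within 1.5 times the paper's: a pseudocount of 32, no minimum signal, median scaling, the arrays of the 2 groups only and leaving out control replicates 1, 3 and 4, OPP 20 min replicates 1, 3 and 4 or OPP 60 min replicates 1, 2, 3 and 4. The others do not. The paper used a Mann-Whitney test and the ANOVA at 0.05, 2-fold, and a present or marginal call in at least 50% of control and of treated replicates. The thresholds here were an adjusted p of 0.05 in limma and 2-fold, with no filter on detection calls, so the group sizes are not like for like. Of 1494 genes tested here whose calls could be read, 1140 were present or marginal on at least 2 arrays of every group. The paper states that 372 genes were placed in the groups, while its lists add up to 509.

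In the paper norB (PA0524) is called at 20 min and the most changed of its group, and here no setting calls it, with control over OPP at 2.97 (-2.97 labelled). The paper calls rhlA and PA0177 at 20 min, and where replicates 3 and 4 alone or the omission of control replicate 2 give a call, it is in the opposite sense to the paper's. Further genes that the paper places at 2-fold were not past the threshold here: at 20 min tsf, rplA, rpsB, pilI, PA2760, pilD, pilG, secG, hitB, grpE and lasB, and at 60 min hitB and rfaD. The replicate block and the batch block call all of them except hitB. Replicates 3 and 4 alone call tsf, rplA, rpsB, pilI, PA2760, pilG, hitB at both times, grpE, lasB and rfaD, and leaving out control replicate 2 calls the same except hitB at 20 min. Quantile normalization calls pilD, pilG and grpE at 20 min and hitB at 60 min, median scaling pilD and pilG, a minimum signal of 30 PA2760, pilG, grpE and lasB, a pseudocount of 1 lasB, and the arrays of the 2 groups only rfaD. Leaving out OPP 20 min replicate 4 calls pilD and pilG, replicate 1 lasB and replicate 2 rfaD, and leaving out control replicate 3 or 4 calls grpE. The paper places grpE, hslU, hslV and htpG among genes moved the same way at both times. Here hslV moved opposite ways at the 2 times, and hslU, grpE and htpG had opposite signs with no call for the 60 min fall. In the other direction hslU at 60 min passes with both blocks, within replicates 3 and 4, without control replicate 2 and with a minimum signal of 30, grpE with the first 4 of these and htpG within replicates 3 and 4.

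A ratio of geometric means after scaling each array to the same median, chosen after the values were seen, came nearer to the paper's folds. The median absolute difference was 0.080 in log2 instead of 0.154, and 198 instead of 70 of the 678 folds lay within 5% of the paper's. It left 4 of the 678 in the labelled direction instead of 3, and with it 70 of the 678 folds, all at least 2-fold in the paper, are under 2-fold, against 146 with mean signals.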

Other observations

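Phenazine genes and genes for secreted enzymes were higher at 60 min with OPP in the labelled direction. Of 10 phenazine synthesis genes 9 were higher at 60 min and 4 rose between the times (9 and 9 adjusted over the list alone, and 9 between the times with the replicate block and 9 without control replicate 2), among them phzS (PA4217), for a step to pyocyanin, which rose 4.18-fold (2.44, adjusted p = 0.00304), and phzM (PA4209), its methyltransferase (1.72, adjusted p = 0.00186). Also higher were phzD2 (PA1902) (2.57, adjusted p = 0.000276), phzE2 (PA1903) (2.23, adjusted p = 0.000274) and phzG2 (PA1905) (2.27, adjusted p = 0.00238). At 20 min none passed in limma, with 2 at an unadjusted p under 0.05 and 0 by the exact Mann-Whitney test, and 3 with the replicate block, but 6 were higher without control replicate 2. The phenazine list was higher at 60 min (camera, adjusted p = 3.38e-07, and adjusted p = 0.256 with an estimated correlation), and at 20 min (camera, adjusted p = 0.0155, and adjusted p = 0.568 with an estimated correlation). Among secreted enzymes and toxins 6 of 8 were higher at 60 min and 4 rose between the times, with the alkaline protease gene aprA (PA1249) (2.38, adjusted p = 0.000538), the protease gene piv (PA4175) (0.69, adjusted p = 0.00448) and the lectin gene lecB (PA3361) (1.72, adjusted p = 0.00180), and the list was higher at 60 min (camera, adjusted p = 4.40e-06, and adjusted p = 0.238 with an estimated correlation) and at 20 min (camera, adjusted p = 0.0222, and adjusted p = 0.493 with an estimated correlation). At 20 min 1 of them was higher, piv (0.57, adjusted p = 0.0391), or 2 with the replicate block and 5 without control replicate 2. Of the regulators, the autoinducer synthase gene lasI (PA1432) was higher at 60 min (0.54, adjusted p = 0.0467) and lasR (PA1430) did not pass (0.52, adjusted p = 0.107), and the list was higher (camera, adjusted p = 0.0415, and adjusted p = 0.314 with an estimated correlation). The quinolone signal genes phnA (PA1001) and phnB (PA1002) were higher at 60 min (0.97, adjusted p = 0.0391; 0.67, adjusted p = 0.0168), and phnB was so at 20 min (0.72, adjusted p = 0.0335). Medians at 60 min were 1.79 within replicates 1 and 2 and 2.70 within replicates 3 and 4 for phenazine synthesis, and 1.22 within replicates 1 and 2 and 1.77 within replicates 3 and 4 for secreted enzymes and toxins. Without 1 array the call ended for lasI at 60 min (7 of the 12 arrays, adjusted p up to 0.129 without control replicate 4), phnA at 60 min (5 of the 12 arrays, adjusted p up to 0.119 without OPP 60 min replicate 3), phnB at 60 min (without any one of control replicate 1 and OPP 60 min replicate 3, adjusted p up to 0.0564), phnB at 20 min (6 of the 12 arrays, adjusted p up to 0.103 without OPP 20 min replicate 3) and piv at 20 min (9 of the 12 arrays, adjusted p up to 0.104 without control replicate 3).

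A few genes for multidrug efflux were higher at 20 min. The repressor gene mexR (PA0424) was at 31.3 ± 9.53 (SD, n = 4) on the control arrays, 80.6 ± 17.3 (SD, n = 4) at 20 min and 33.3 ± 5.27 (SD, n = 4) at 60 min (1.14, adjusted p = 0.00350, and -1.05, adjusted p = 0.00558 between the times). The pump genes mexB (PA0426) and oprM (PA0427) rose at 20 min (1.12, adjusted p = 0.0361; 1.25, adjusted p = 0.0376), while mexA (PA0425) did not pass (1.02, adjusted p = 0.147, or 0.000562 with the replicate block). Of 18 multidrug efflux genes 3 were higher at 20 min (camera, adjusted p = 0.00108, and adjusted p = 0.374 with an estimated correlation). At 60 min none passed in limma, with 1 at an unadjusted p under 0.05 and 0 by the exact Mann-Whitney test. Between the times 2 fell, or 4 with the replicate block. The cytochrome oxidase genes moved apart at 60 min: coxA (PA0106) (1.80, adjusted p = 0.000295), coxB (PA0105) (1.38, adjusted p = 0.00177), coIII (PA0108) (1.13, adjusted p = 0.00177) and PA4133 (2.44, adjusted p = 0.00546) were higher, and ccoP1 (PA1552) (-0.92, adjusted p = 0.0152) and ccoO1 (PA1553) (-1.02, adjusted p = 0.0306) lower. For aromatic ring catabolism the homogentisate gene hmgA (PA2009) (1.28, adjusted p = 0.00336) and catC (PA2508) (0.56, adjusted p = 0.0321) were higher at 60 min, with 13 genes tested. In oxidative stress defence 1 of 14 genes was higher and 2 were lower at 60 min. The higher one was soxR (PA2273) (0.56, adjusted p = 0.0192), and trxA (PA5240) was among the lower (-0.48, adjusted p = 0.0224). The catalase gene katA (PA4236) did not pass (1.13, adjusted p = 0.0828). The polyamine genes speD (PA0654) and speE (PA1687) (-1.20, adjusted p = 0.0396; -0.47, adjusted p = 0.0278) and the arginine-ornithine antiporter gene arcD (PA5170) (-1.82, adjusted p = 0.0428) were lower. Omitting 1 array took away the call of mexB at 20 min (4 of the 12 arrays, adjusted p up to 0.104 without OPP 20 min replicate 3), oprM at 20 min (6 of the 12 arrays, adjusted p up to 0.110 without OPP 20 min replicate 3), catC at 60 min (without any one of control replicates 3 and 4 and OPP 60 min replicate 2, adjusted p up to 0.0907), ccoP1 at 60 min (without any one of control replicates 3 and 4, adjusted p up to 0.0576), ccoO1 at 60 min (5 of the 12 arrays, adjusted p up to 0.106 without control replicate 4), soxR at 60 min (without any one of control replicates 3 and 4 and OPP 60 min replicate 1, adjusted p up to 0.0729), speD at 60 min (6 of the 12 arrays, adjusted p up to 0.136 without control replicate 3), speE at 60 min (5 of the 12 arrays, adjusted p up to 0.0854 without OPP 60 min replicate 4), arcD at 60 min (8 of the 12 arrays, adjusted p up to 0.133 without control replicate 3) and trxA at 60 min (4 of the 12 arrays, adjusted p up to 0.0624 without OPP 60 min replicate 4).

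No gene of the SOS response, alginate or type III secretion lists passed in limma at 20 or 60 min. At an unadjusted p under 0.05 these were 0, 0 and 3 of 5, 10 and 25 genes at 20 min and 2, 0 and 3 at 60 min, and by the exact Mann-Whitney test 0, 0 and 3 at 20 min and 0, 1 and 0 at 60 min. With the replicate block 1 type III secretion gene was lower at 20 min. In phosphate starvation none passed against control, with 2 and 0 at an unadjusted p under 0.05 and 1 and 0 by the exact Mann-Whitney test, and pstB (PA5366) fell between the times (-0.74, adjusted p = 0.0496), a call that ended without any one of 10 of the 12 arrays (adjusted p up to 0.164 without OPP 20 min replicate 4).

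Beyond the open reading frames, probe sets for leucine (log2 fold change -1.31 and -1.75), tryptophan (-1.08 and -1.72), valine (-1.19 at 20 min) and tyrosine (-1.86 at 60 min) tRNAs were among those lower. Of 98 intergenic probe sets tested 1 was higher and 4 lower at 20 min, and 2 higher and 9 lower at 60 min, the highest being 1 at 1.07 at 20 min and 2 others at 1.03 and 0.87 at 60 min. Between the times none of the intergenic, tRNA or other-strain probe sets passed in limma. None of 4 probe sets of other strains passed at either time.

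The responses at 20 and 60 min share the control arrays, which makes them alike even without any effect. Their log2 fold changes correlated at 0.753 over 4481 genes, against 0.496 in simulations of unchanged groups with shared controls, with covariances of 0.183 and 0.027. With 2 control arrays for each response the correlation was 0.576 on average (0.277 to 0.736 over the 6 ways) and the covariance 0.153. The same sign held for 79.5% of genes, against 66.7% in the simulations. Genes higher at both times numbered 62 where lists drawn independently would share 11.4, and genes lower at both times 146 where they would share 19.6, a number that leaves out the shared controls. In 100 simulations of unchanged groups with shared controls at most 1 gene was called in the same direction at both times. With no gene changed few calls are made at either time, so a low overlap was set in advance. It does not show how shared controls act on the overlap of changed genes. With 2 control arrays for each response, 18.2 genes were higher and 66.7 lower at both times on average (11 to 44 and 43 to 157 over the 6 ways), where independent lists would share 3.6 and 7.3. With no control array shared the covariance was 0.082 to 0.187 over the 6 ways, above the 0.027 of unchanged groups with shared controls. These covariances argue against the shared controls as the only source of the likeness. No value here holds the effects and the shared controls together, so how much of the excess is a shared effect was not tested.

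Why the study's folds run opposite to the labelled arrays was examined with tests chosen after the result was seen. Ratios taken as control over OPP gave correlations with the study's folds of at least 0.977 at both times. The best other assignment of the 3 sets of labels gave 0.760, which argues against an exchange of labels among the 3 sets. A candidate explanation is therefore that the study's ratios were formed with the control on top, and the methods name the untreated average first when they describe the ratio. Footnote b of Table 1 says the opposite, that a positive fold marks a rise over the control, so the words of the study do not settle it. The PCR folds, all 10 of the opposite sign to the labelled ratios, run the same way as the study's array folds, and how their ratios were formed was not tested.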
